# Alterations in gonadotropin, apoptotic and metabolic pathways in granulosa cells warrant superior fertility of the Dummerstorf high fertility mouse line 1

**DOI:** 10.1186/s13048-023-01113-5

**Published:** 2023-02-04

**Authors:** Carolin Lisa Michaela Ludwig, Simon Bohleber, Rebecca Lapp, Alexander Rebl, Eva Katrin Wirth, Martina Langhammer, Ulrich Schweizer, Joachim M. Weitzel, Marten Michaelis

**Keywords:** Follicular survival, FSH signaling, Granulosa cells, High-fertility, Ovulation rate

## Abstract

The development and maturation of ovarian follicles is a complex and highly regulated process, which is essential for successful ovulation. During recent decades, several mouse models provided insights into the regulation of folliculogenesis. In contrast to the commonly used transgenic or knockout mouse models, the Dummerstorf high-fertility mouse line 1 (FL1) is a worldwide unique selection experiment for increased female reproductive performance and extraordinary high fertility. Interactions of cycle-related alterations of parameters of the hypothalamic pituitary gonadal axis and molecular factors in the ovary lead to improved follicular development and therefore increased ovulation rates in FL1 mice. FL1 females almost doubled the number of ovulated oocytes compared to the unselected control mouse line. To gain insights into the cellular mechanisms leading to the high fertility phenotype we used granulosa cells isolated from antral follicles for mRNA sequencing. Based on the results of the transcriptome analysis we additionally measured hormones and growth factors associated with follicular development to complement the picture of how the signaling pathways are regulated. While IGF1 levels are decreased in FL1 mice in estrus, we found no differences in insulin, prolactin and oxytocin levels in FL1 mice compared to the control line. The results of the mRNA sequencing approach revealed that the actions of insulin, prolactin and oxytocin are restricted local to the granulosa cells, since hormonal receptor expression is differentially regulated in FL1 mice. Additionally, numerous genes, which are involved in important gonadotropin, apoptotic and metabolic signaling pathways in granulosa cells, are differentially regulated in granulosa cells of FL1 mice.

We showed that an overlap of different signaling pathways reflects the crosstalk between gonadotropin and growth factor signaling pathways, follicular atresia in FL1 mice is decreased due to improved granulosa cell survival and by improving the efficiency of intracellular signaling, glucose metabolism and signal transduction, FL1 mice have several advantages in reproductive performance and therefore increased the ovulation rate. Therefore, this worldwide unique high fertility model can provide new insights into different factors leading to improved follicular development and has the potential to improve our understanding of high fertility.

## Introduction

In polytocous species such as mice the number of ovulated oocytes is an important parameter for the reproductive performance. Before ovulation can occur, the oocytes have to undergo several highly regulated developmental sequences. This process, called folliculogenesis, is a complex process in which multiple organ systems are involved [1]. The foundation for subsequent follicular development is the non-growing pool of primordial follicles. After transition from the primordial follicle to the growing preantral follicle, the follicles achieve antral and finally preovulatory stage. In contrast to preantral follicles, which are characterized by gonadotropin-independent growth, antral follicles are highly differentiated endocrine structures under the control of the hormones of the hypothalamic pituitary gonadal axis (HPG axis), containing the oocyte surrounded by multiple layers of granulosa cells (GCs), the fluid filled antrum and thecal cells. Aside from gonadotropins, various other factors, including the insulin-like growth factor 1 (IGF1) and insulin, are involved in the follicular development [1–4]. However, not all follicles succeed in folliculogenesis. Less than 1% of the initially formed primordial follicles ovulate as mature follicles [5]. All others undergo an apoptotic process called atresia. Although atresia can occur at every stage of folliculogenesis, most follicles fail at the antral stage due to apoptosis of the GCs [6, 7]. Hence, the decision of whether a follicle is selected for ovulation or undergoes atresia is mainly made in GCs. The follicle stimulating hormone (FSH) is one of the most important key regulators in controlling antral follicle development and many transgenic and knockout mouse models demonstrate the great importance of FSH in antral follicle formation [1, 5, 8, 9]. Especially the role of FSH in promoting GC proliferation and inhibiting follicular atresia is remarkable [10–13]. FSH signaling is mediated by the G protein coupled FSH receptor (FSHR), leading to activation of signaling pathways such as protein kinase A (PKA), phosphatidylinositol-4,5-bisphosphate 3 kinase (PI3K)/protein kinase B (AKT) and extra cellular-regulated kinases (ERK1/2), which in turn regulate GC survival, apoptosis, growth and differentiation. Furthermore steroidogenesis is regulated by the FSH induced signaling pathways [1, 9]. FSH is indispensable for antral follicle development [14], and improving ovulation rates by administration of exogenous FSH is widely accepted and a common method in reproductive medicine as well as in research. However, while administration of FSH or substances that simulate FSH effects initially increase ovulation rates, several mouse models demonstrate that long-term overexpression might have negative effects on the fertility and health. Although activating mutations with increased *Fshr* activity in knock-in mice resulted in enhanced GC proliferation, these mice are infertile and are characterized by a loss of small follicles and the development of hemorrhagic cysts [15]. Mc Tavish et al. (2007) created transgenic mice overexpressing *Fsh*. Although these transgenic mice initially ovulated a higher number of oocytes, they suffered from accelerated reproduction failure and premature infertility [16]. In contrast to these transgenic mouse models the Dummerstorf high fertility mouse line 1 (FL1) represents a different approach to gain insights into the physiology of high fertility and the achievement of increased ovulation rates. FL1 mice are neither transgenic nor knockout mice, but are selected for increased litter size and total birth weight of the litters for more than 200 generations. During the selection process, FL1 mice almost doubled the number of pups per litter compared to the unselected control line (ctrl) with no signs of growth retardation in the offspring [17–19]. FL1 mice ovulate approximately twice as many oocytes compared to ctrl mice [20, 21]. Although the assumption that FL1 mice increased their ovulation rate due to higher FSH levels might be argumentative at first glance, the opposite is the case. Surprisingly, FSH levels in FL1 mice are decreased by 50% compared to ctrl mice [21]. Consequently, we have to reconsider the role of high FSH levels. Although it is undeniable that FSH is indispensable in antral follicle formation [14], this mouse model demonstrates that high ovulation rates can obviously not only be attributed to increased FSH levels.

Previous data of our laboratory indicate that the follicular development is improved in FL1 mice [21]. However, the cellular mechanisms leading to such increased ovulation rates despite decreased FSH levels remain mainly unclear. Thus, the aim of this study is to detect mechanisms and signaling pathways responsible for the achievement of the high fertility phenotype. Since FSH is known to be the major player in promoting GC proliferation in antral follicles, we isolated GCs from large antral follicles and performed a holistic gene expression approach. In addition we measured several endocrine parameters associated with follicular growth and GC differentiation to draw a global picture of how the signaling pathways are regulated and to provide insights into this alternative and highly efficient way of follicular development.

## Results

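GCs, the somatic cells that line the wall of the ovarian follicle, were collected from 20 mice of 2 lines, the FL1 line selected for high fertility and the unselected ctrl line, with 5 mice of each line in estrus and 5 in diestrus.
As the paper states, the mice were 77 ± 5 days old, and 7 to 10 of the largest follicles of each mouse were opened without the oocyte and its cumulus cells. Each mouse gave 1 sample.
Libraries were made with a kit that reads only the 3′ end of polyadenylated transcripts, so the count of a transcript does not grow with its length.
The authors trimmed the reads, aligned them with STAR to the mouse genome GRCm38 and deposited, for each mouse, the number of reads counted on each Ensembl gene, without normalization. Reads that matched several places equally well were left out of these counts, and the paper's text does not name the strand setting of the counting.
In ctrl mice in estrus between 5699991 and 8257041 reads (median 6860897) per mouse were counted on genes, in FL1 mice in estrus between 6043812 and 7665947 reads (median 6281412), in ctrl mice in diestrus between 5446576 and 7870094 reads (median 7162689) and in FL1 mice in diestrus between 5625795 and 7601554 reads (median 6263948). The deposited counts, with the reads left unassigned, add up to between 10561165 and 14876068 reads per mouse. All values here use the reads counted on genes, which were between 48.9% and 58.4% of these reads. Reads with several matches made up between 23.2% and 32.8%.
The counts of the 10 mice of a stage were normalized by the TMM method and compared between the lines with edgeR's quasi-likelihood test, after genes with low counts had been removed. Adjusted p-values follow Benjamini and Hochberg over all genes tested, and a gene is called differentially expressed at an adjusted p of 0.05 or less, the threshold of the paper. Expression is given as CPM, the count scaled by the TMM-adjusted library size of the sample, with the standard deviation over the 5 mice of a group. Where all samples of a group held 3 counts or fewer, the fold change is a lower bound computed against 3 counts. Near-identical copies elsewhere in the genome and overlapping genes are named, because the counting can assign the reads of one to the other.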

In the present study we analyzed the gene expression in GCs to obtain an overview of the mechanisms that result in the improved follicular development of FL1 mice. 

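The separation of the lines was measured on the 500 genes with the highest variance in each stage, which were chosen without regard to the line. The squared distances between samples of different lines were set against those between samples of the same line (pseudo-F), and the 10 samples of a stage were split into 5 and 5 in all possible ways. In estrus the pseudo-F was 2.80, and only the real split reached it (one-sided exact permutation test, p = 0.00794, the smallest p this design allows). In diestrus the pseudo-F of 1.78 was likewise reached by 1 split, the real one. The choice of genes moved this result most. Over all 12886 genes tested in diestrus the pseudo-F was 1.23, which 11 splits reached (one-sided exact permutation test, p = 0.0873), and over all 13007 genes tested in estrus it was 1.73, reached by 1 split. In a principal component analysis of the same 500 genes, component 1 held 27.0% of the variance in estrus and placed the FL1 samples at 18.5 to 27.2 and the ctrl samples at −30.2 to −12. In diestrus it held 21.9%, with FL1 samples at 7.62 to 26.8 and ctrl samples at −55.8 to 4.38. There ctrl replicate 1 stood apart at −55.8, while the other ctrl samples lay between −10.5 and 4.38. The component in diestrus is thus set largely by 1 mouse.

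**Figure D1:**
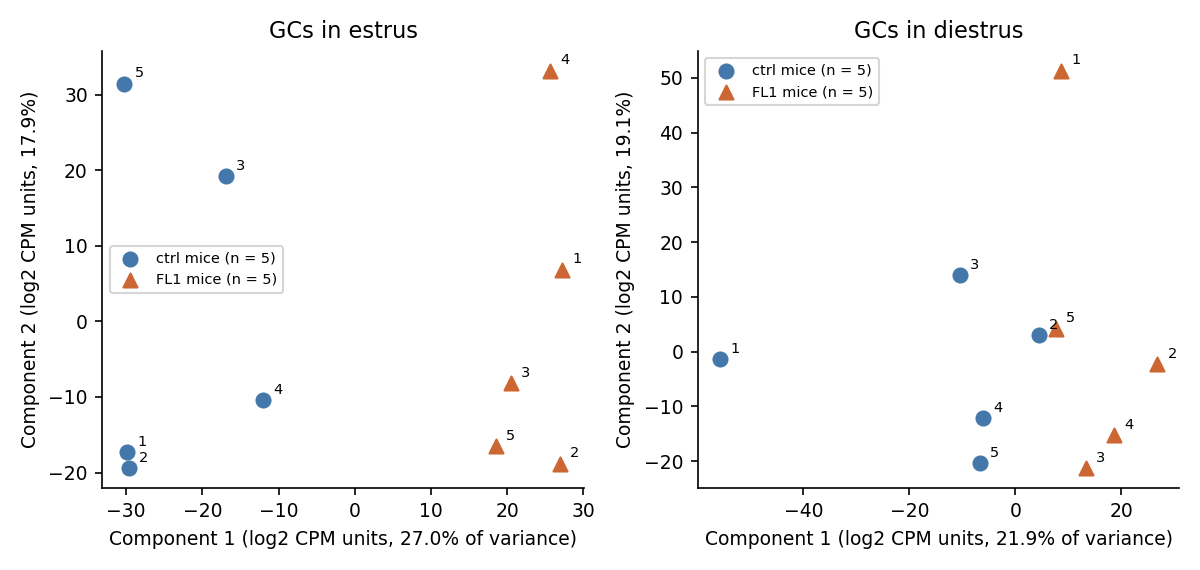
Principal components of the 500 most variable genes in GCs of ctrl mice (circles, n = 5) and FL1 mice (triangles, n = 5), in estrus on the left and in diestrus on the right. Each point is 1 mouse with its replicate number; both axes are in log2 CPM units, with the share of variance in brackets. The lines lie apart along component 1 in estrus, where the FL1 samples start at 18.5 and the ctrl samples end at −12. In diestrus the gap lies between 4.38 and 7.62, and component 1 is set largely by ctrl replicate 1 at −55.8.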

The transcriptome analysis of GCs in estrus and diestrus from ctrl and FL1 mice revealed significant line-specific expression patterns (Fig. 1). In estrus 250 genes were differentially expressed (151 genes stronger expressed and 99 genes weaker expressed with q ≤ 0.05) in GCs of FL1 mice compared to ctrl mice. 

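Of 13007 genes tested in estrus, 100 were differentially expressed, 54 stronger and 46 weaker in GCs of FL1 mice, while 1390 genes (10.7%) had an unadjusted p under 0.05. For 89 of the 100 genes the samples of the lines did not overlap, with all 5 FL1 samples above every ctrl sample for 50 genes and below for 39. Among all genes tested 3.57% had no overlap, where chance gives 0.794%.
Among the alternatives set before the data were examined, the choice of test moved this result most. DESeq2, the tool named by the paper, called 422 genes (255 stronger and 167 weaker), among them 98 of the 100. In the 10 fits that each left out 1 sample, edgeR called 66 to 130 genes.
The largest increases among genes without overlap were those of the long non-coding RNA AC145590.1, of Zpld1 and of Adh7. Zpld1 (ENSMUSG00000064310, chromosome 16, 55225175 to 55297986) reached 255 ± 130.3 CPM (SD, n = 5) in FL1 mice against 1.89 ± 1.62 CPM (SD, n = 5) in ctrl mice (log2 fold change 7.00, standard error 0.59, adjusted p = 2.85e-06 from edgeR). AC145590.1 was at least 30.8-fold and Adh7 at least 15.7-fold higher (adjusted p = 0.00294 and 0.0339 from edgeR), since all ctrl samples of both held 3 counts or fewer. The value of AC145590.1 rests largely on FL1 replicate 2, with 43.8 CPM where the next sample had 9.11. AC145590.1 overlaps Gm22684 on the same strand, and Adh7 overlaps 0610031O16Rik on the other strand.
The largest decreases among genes without overlap were those of the processed pseudogene Gm14513, of Dph7 and of Rpl29. Gm14513 (ENSMUSG00000080811, chromosome X, 11684002 to 11684124) fell from 59.9 ± 24.7 CPM (SD, n = 5) to 0.313 ± 0.262 CPM (SD, n = 5), a log2 fold change of −7.46 (adjusted p = 1.15e-06 from edgeR). It is a near-identical copy of Rps3, so its value is uncertain. Dph7 was at least 13.5-fold lower (adjusted p = 0.0181 from edgeR). Rpl29 fell from 32.2 ± 7.01 CPM (SD, n = 5) to 0.464 ± 0.652 CPM (SD, n = 5), with an adjusted p of 2.77e-04 from edgeR. It has 73 near-identical copies, and the pooled counts differed by −1.58 (two-sided exact permutation test, p = 0.00794, the smallest p possible).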

In diestrus 175 genes were differentially expressed (95 genes stronger expressed and 80 genes weaker expressed with q ≤ 0.05) in GCs of FL1 mice compared to ctrl mice.

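In diestrus 32 of 12886 genes tested were differentially expressed, 12 stronger and 20 weaker in GCs of FL1 mice, and 716 (5.56%) had an unadjusted p under 0.05. The lines did not overlap for 27 of the 32 genes, against 1.59% of all genes tested. DESeq2 called 118 genes (61 stronger and 57 weaker), which included 31 of the 32, and leaving out 1 sample at a time gave 21 to 32 calls.
Among genes without overlap, Cldn18, Gm4987 and AC169506.2 showed the largest increases. All ctrl samples of Cldn18 held 0 counts, so that it was at least 36.5-fold higher in FL1 mice (adjusted p = 0.0361 from edgeR). FL1 replicate 1 held 443 counts and the other FL1 samples at least 16, so the size of the change rests on 1 sample. Cldn18 overlaps Gm16004 on the other strand. The processed pseudogene Gm4987 (ENSMUSG00000063816, chromosome X, 46455887 to 46456294) rose from 1.95 ± 1.04 CPM (SD, n = 5) to 235 ± 70.5 CPM (SD, n = 5) (log2 fold change 6.88, standard error 0.37, adjusted p = 2.34e-08 from edgeR). Both Gm4987 and AC169506.2, which was at least 27.7-fold higher (adjusted p = 0.00899 from edgeR), are near-identical copies of Rpl32, so their values are uncertain. Rpl32 itself fell from 1540 ± 303 CPM (SD, n = 5) to 376 ± 170.1 CPM (SD, n = 5).
Abhd1, Gm46578 and Rpsa-ps10 showed the largest decreases among genes without overlap. Abhd1 was at least 19.5-fold lower (adjusted p = 0.0134 from edgeR) and overlaps Preb on the other strand. Gm46578, with 8 near-identical copies, was at least 41.4-fold lower (adjusted p = 6.39e-04 from edgeR), whereas the pooled counts of the gene and its copies were higher in FL1 mice by 2.66 on the log2 scale (two-sided exact permutation test, p = 0.00794). Rpsa-ps10 had a log2 fold change of −6.66 (adjusted p = 2.94e-05 from edgeR), but with its 23 copies pooled the difference was 0.07 (two-sided exact permutation test, p = 0.881). Citing Fig. 1, the paper states that expression patterns are specific to the line.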

**Fig. 1:**
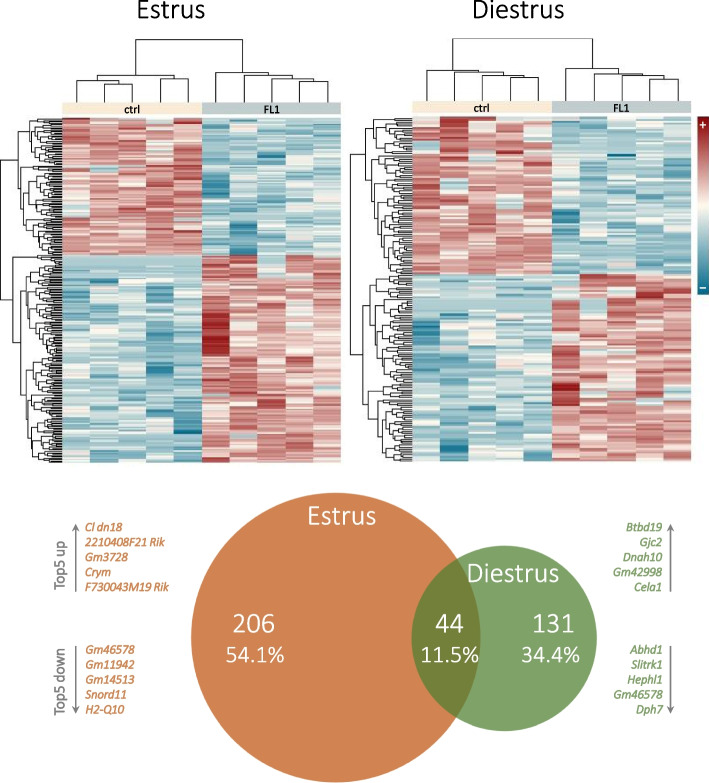
Hierarchical clustering dendrograms of differentially expressed genes (log2 FC) in (**A**) estrus and in (**B**) diestrus of FL1 and ctrl mice. High and low expression intensities are represented by red and blue color, respectively (see scale on the right margin). **C** A Venn diagram illustrates the absolute number and the percentage of DE features in the estrus and diestrus of FL1 mice relative to the expression values obtained for ctrl mice. The overlap depicts the proportion of DE genes shared by both mouse lines. The diagram was calculated based on the official gene symbols

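Both stages shared 14 differentially expressed genes, which changed in the same direction in each case. Among them Runx2, Star and Zpld1 were higher in GCs of FL1 mice, and genes such as AA465934, Camk2n1, Gm14513, Mfap2, Neu3, Rps2 and St3gal5 were lower. A further 86 genes were called in estrus only and 18 in diestrus only. Without the filter on low counts, the alternative that moved this number most, the stages shared 62 genes, and with DESeq2 47. Of the 92 genes called in estrus that could be tested in diestrus, 90 changed in the same direction there and 53 of these had an unadjusted p under 0.05. All 29 genes called in diestrus and tested in estrus kept their direction.
Fig. 1C names 5 genes with the largest increase and 5 with the largest decrease for each stage. In estrus 9 of these 10 symbols were found in the annotation and 2 passed the filter on low counts, Gm11942 and Gm14513, both called. The other 7 (Cldn18, 2210408F21Rik, Crym, F730043M19Rik, Gm46578, Snord11 and H2-Q10) had too few counts, and all samples of one line held 3 counts or fewer for each of them. DESeq2 called 9 of the 10. Gm11942 varied widely in ctrl mice, with 457 ± 624 CPM (SD, n = 5) against 1.97 ± 0.586 CPM (SD, n = 5) in FL1 mice, none of which lay below all ctrl samples. Its reads can be split with 7 near-identical copies. In diestrus 3 of 10 genes were tested and 2 called (Abhd1 and Gm46578). Slitrk1, the other gene tested, had an adjusted p of 0.0795 from edgeR and was at least 12.1-fold lower in FL1 mice.

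**Figure D2:**
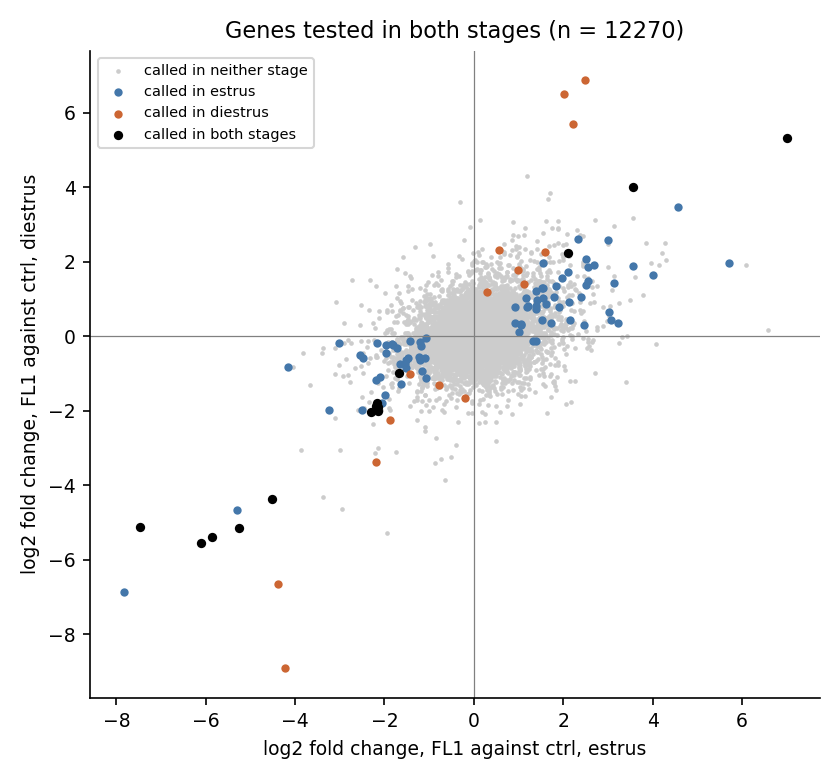
Log2 fold change of FL1 against ctrl mice in estrus (horizontal axis) and in diestrus (vertical axis) for each of the 12270 genes tested in both stages. Each point is 1 gene; grey points were called in neither stage, blue in estrus only, orange in diestrus only and black in both stages. The 14 black points lie in the quadrants where both changes have the same sign.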

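For estrus the paper lists 18 genes of female reproduction and folliculogenesis. Of these, 17 passed the filter on low counts, all 17 changed in the direction given by the paper, and 13 were differentially expressed (Oxtr, Lhcgr, Prlr, Rora, Vnn1, Acsl4, Cyp1b1, Agt, Pik3c2g, Sgk1, Dusp23, Star and Timp1). DESeq2 called all 18. The robust form of the quasi-likelihood test, chosen for this count after seeing the data and the alternative that moved it most, called 5. Adjusted over the list alone, 17 genes passed, a number that shows no stability because the list was drawn from calls on the same samples.
Vanin 1 (Vnn1, ENSMUSG00000037440, chromosome 10, 23894688 to 23905343) rose from 60.9 ± 7.18 CPM (SD, n = 5) in ctrl mice to 268 ± 195 CPM (SD, n = 5) in FL1 mice (log2 fold change 2.13, standard error 0.34, adjusted p = 0.00415 from edgeR). The phosphatase gene Dusp23 (ENSMUSG00000026544, chromosome 1, 172630764 to 172632962) rose from 3.71 ± 2.30 to 30.1 ± 6.14 CPM (SD, n = 5 each), with a log2 fold change of 3.01 and an adjusted p of 0.00553 from edgeR. Cyp1b1 (ENSMUSG00000024087, chromosome 17, 79701537 to 79715061) fell from 196 ± 48.9 to 43.4 ± 11.0 CPM (SD, n = 5 each), a log2 fold change of −2.18 (adjusted p = 5.84e-05 from edgeR), and angiotensinogen (Agt, ENSMUSG00000031980, chromosome 8, 124556534 to 124569706) from 119.5 ± 45.5 to 34.1 ± 14.0 CPM (SD, n = 5 each), a log2 fold change of −1.82 (adjusted p = 0.00965 from edgeR). In ctrl mice replicate 4 had 198 CPM of Agt and the next sample 115.8. All 5 FL1 samples lay beyond every ctrl sample for these 4 genes, and each of the 10 fits that left out 1 sample called them.
Rora and Pik3c2g had log2 fold changes of 2.47 and 2.51 (adjusted p = 0.0145 and 0.0327 from edgeR), and for both FL1 replicate 2 was far above the other FL1 samples (554 CPM for Rora, where the next sample had 145). 4 of the 10 fits without 1 sample called Pik3c2g. Rora overlaps Gm15511 on the other strand, and Pik3c2g overlaps Gm37269 and Gm43940 on the same strand.
Sfrp4 (log2 fold change 1.27, adjusted p = 0.0855 from edgeR) and Hsd3b1 (0.84, adjusted p = 0.108), a near-identical copy of Hsd3b2, were not called, although all 5 FL1 samples of each lay above the ctrl samples. DESeq2 called both (adjusted p = 0.0169 and 0.0169).
In diestrus 3 of 5 listed genes were tested, all in the paper's direction, and 1 was called (Star), against 4 with DESeq2. Dusp23 had a log2 fold change of 2.59 (standard error 0.75, adjusted p = 0.368 from edgeR; 0.0271 from DESeq2).

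**Figure D3:**
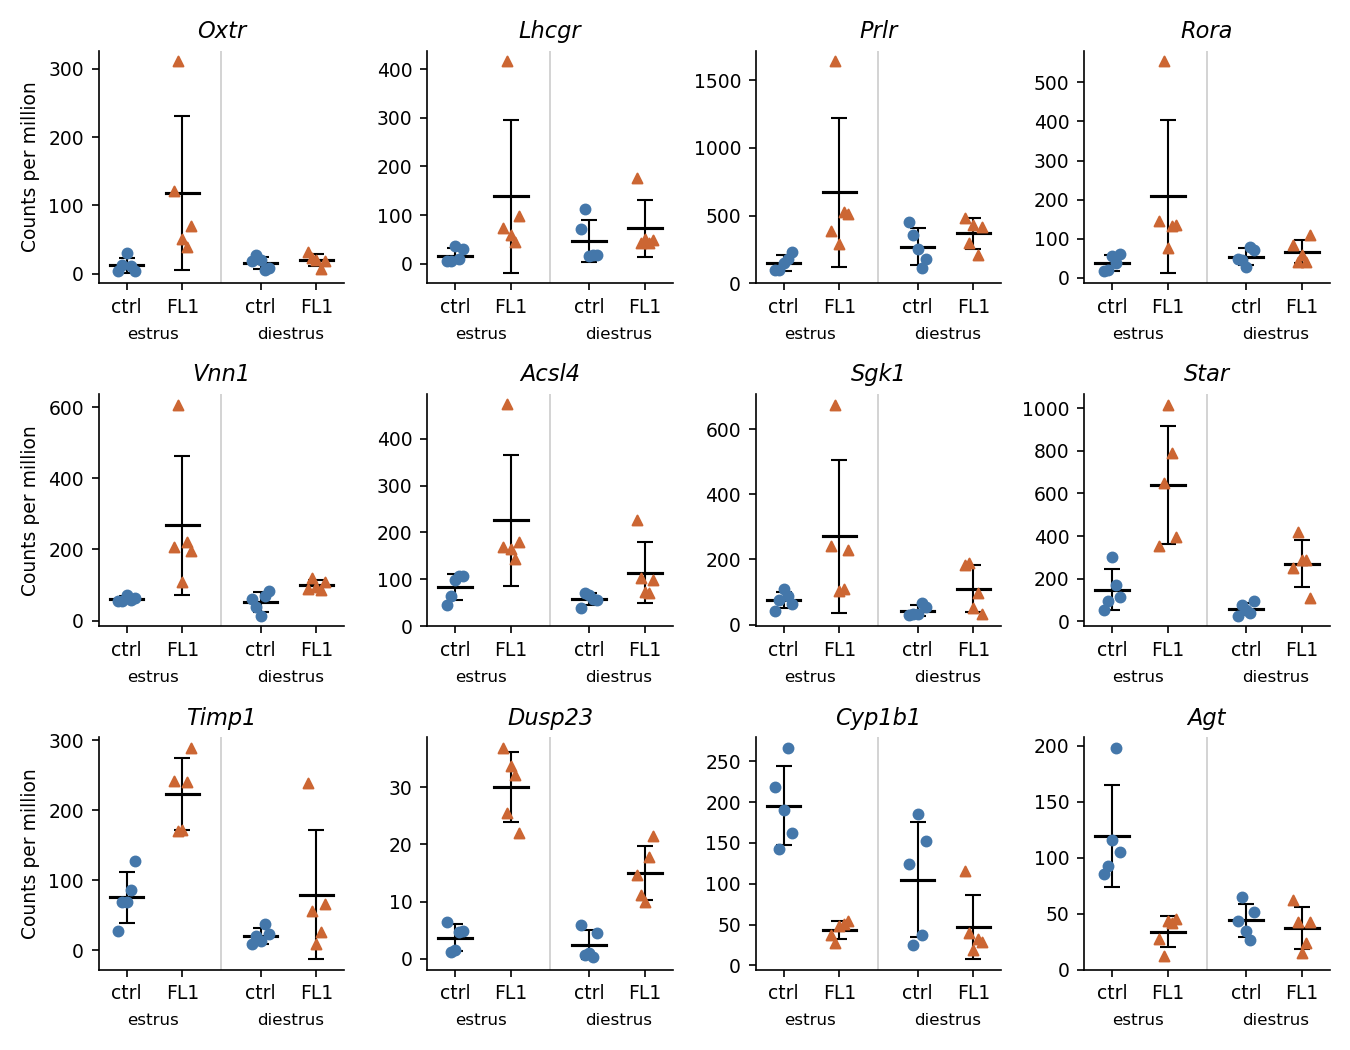
CPM of 12 genes in GCs of ctrl mice (circles) and FL1 mice (triangles) in estrus and diestrus. Each point is 1 mouse (n = 5 per group), horizontal lines are means and bars are standard deviations; each vertical axis is linear and has its own scale. In estrus 1 FL1 sample lies far above the others for Lhcgr, Prlr, Rora, Vnn1, Acsl4 and Sgk1, reaching 1641 CPM for Prlr.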

A selection of differentially expressed genes, which are involved in different traits of female reproduction and folliculogenesis, is shown in Table 1.

**Table 1:** List of differentially expressed genes associated with reproductive traits in estrus and diestrus

Gene	ΔLog2FC	
	Estrus	Diestrus
G-protein coupled receptors		
*Oxtr*	3.2**	
*Lhcgr*	3.0*	
Transmembrane receptors		
*Prlr*	2.2*	
*Sfrp4*	1.3*	
Ligand-dependent nuclear receptors		
*Rora*	2.5*	
Enzymes		
*Kl*	6.8*	
*Vnn1*	2.1***	
*Acsl4*	1.5*	
*Hsd11b2*		1.3**
*Setd3*	1.2*	
*Hsd3b1*	0.9*	
*Cyp1b1*	−2.2***	
Growth factors		
*Agt*	−1.8***	
Kinases		
*Map 3 k14*	6.8***	
*Pik3c2g*	2.5**	
*Sgk1*	1.8**	
Phosphatases		
*Dusp23*	3.0***	2.6**
*Dusp2*		6.2*
*Inpp5d*		6.8*
Transporter		
*Star*	2.1*	2.3***
Cytokines		
*Timp1*	1.5**	

### Differentially regulated canonical pathways in FL1 mice versus ctrl mice

A canonical pathway analysis using the IPA Knowledge Base was performed to obtain insights in the molecular mechanisms underlying the increased reproductive performance of FL1 mice (Table 2 and Table 3).

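The pathways of the estrus list hold 23 genes, of which 22 were found in the annotation and 21 tested. All 21 changed in the direction listed, and 12 were differentially expressed (Me1, Me2, Timp1, Apoa4, Agt, Pik3c2g, Maf, Dusp23, Ppp1r14a, Sgpp2, Sgk1 and Isyna1). In diestrus 18 of 20 listed genes were tested, 18 changed in the listed direction, and 1 was called (Smarcd3). With DESeq2 in place of edgeR, which moved these counts most, 22 genes were called in estrus and 11 in diestrus. All 21 tested genes of the estrus list and all 18 of the diestrus list passed when adjusted over the list alone, which follows from the choice of the lists on these samples. The pathway database itself was not used here.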

**Table 2:** Differentially regulated functional pathways in GCs of FL1 compared to ctrl mice in estrus. The canonical pathway analysis is calculated based on the IPA Ingenuity Knowledge Base. Official gene symbols are sorted by the fold change, starting with the lowest Log2FC

Canonical pathway	*p*-value	z-score	Involved genes	
			Stronger expression	Weaker expression
Gluconeogenesis	1.73E-03	n.a.	*Gapdh, Me1*	*Me2*
Inhibition of matrix metalloproteases	5.58E-03	n.a.	*Timp1*	*Mmp11, Lrp1*
LXR/RXR activation	5.78E-03	−0.5	*Pltp, Apof, Lyz*	*Apoa4, Agt*
Xenobiotic metabolism general signaling pathway	1.07E-02	2.2	*Map3k14, Pik3c2g, Mgst2, Maf, Gsto1*	
Inositol phosphate metabolism	1.33E-02-3.53E-02	0.5–0.8	*Ptpn22, Ptpn22, Dusp23, Pik3c2g*	*Inpp5b, Sgpp2*
Insulin receptor signaling	4.13E-02	2.0	*Ppp1r14a, Pic3c2g, Sgk1*	*Inpp5b*
Myo-inositol biosynthesis	4.54E-02	n.a.		*Isyna1*

**Table 3:** Differentially regulated functional pathways in GCs of FL1 compared to ctrl mice in diestrus. The canonical pathway analysis is calculated based on the IPA Ingenuity Knowledge Base. Official gene symbols are sorted by the fold change, starting with the lowest Log2FC

Canonical pathway	*p*-value	z-score	Involved genes	
			Stronger expression	Weaker expression
RAR activation	1.03E-03	n.a.	*Smarcd3, Crabp2, Aldh1a1*	*Scand1, Rpl7a, Rarg*
Inositol phosphate metabolism	3.37E-03- 1.02E-02	1.0–1.3	*Inpp5d, Dusp2, Dusp23, Atp1a1*	*Ephx2*
Oxytocin signaling pathway	2.10E-02	1.3	*Ptgfr, Ppara, Pla2g12a, Pla2g4a*	*Cacna2d1*
Xenobiotic metabolism signaling	2.37E-02	n.a.	*Mgst2, Hs3st1, Maf, Aldh1a1*	*Scand1*
p38 MAPK signaling	2.99E-02	n.a.	*Pla2g12a, Pla2ga4*	*Mef2d*

Several pathways are differentially regulated in FL1 mice in estrus as well as in diestrus compared to ctrl mice. 

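In estrus Ppp1r14a and Sgpp2, genes of inositol phosphate metabolism, were differentially expressed without overlap of the samples. Ppp1r14a (ENSMUSG00000037166, chromosome 7, 29289308 to 29293801), which encodes an inhibitor subunit of protein phosphatase 1, rose from 8.64 ± 3.66 CPM (SD, n = 5) in ctrl mice to 72.9 ± 77.2 CPM (SD, n = 5) in FL1 mice (log2 fold change 3.07, standard error 0.55, adjusted p = 0.00965 from edgeR). FL1 replicate 2 had 207 CPM of Ppp1r14a and the next sample 67.6. Sgpp2 (ENSMUSG00000032908, chromosome 1, 78310345 to 78420289), a phosphatase of sphingosine phosphate, fell from 73.5 ± 24.2 to 13.2 ± 7.51 CPM (SD, n = 5 each), with a log2 fold change of −2.48 and an adjusted p of 0.00710 from edgeR. It overlaps Gm37884 on the same strand and Farsb and Gm28410 on the other strand. Inpp5b had a log2 fold change of −1.27 with an adjusted p of 0.0509 from edgeR, and 2 of the 10 fits without 1 sample called it. Its gene overlaps Mir698 on the same strand and Gm12915 on the other strand. All ctrl samples of Ptpn22 held 3 counts or fewer, and it was at least 11.1-fold higher in FL1 mice, in which 2 of 5 samples held 0 counts. Isyna1, which forms inositol phosphate from glucose phosphate (Table 2), had a log2 fold change of −1.07 (adjusted p = 0.0141 from edgeR).
In diestrus Ephx2 had a log2 fold change of −1.30 (adjusted p = 0.417 from edgeR) and was not called. Inpp5d and Dusp2 were too low to be tested. Inpp5d was at least 10.2-fold and Dusp2 at least 4.37-fold higher in FL1 mice, and 3 and 4 of the 5 FL1 samples lay above all ctrl samples.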

A number of genes associated with the inositol phosphate metabolism (*Ptpn22, Ppp1r14a, Dusp23, Inpp5b and Sgpp2* in estrus; *Inpp5d*, *Dusp2*, *Dusp23*, *Atp1a1* and *Ephx2* in diestrus) are differentially regulated in GCs of FL1 mice compared to ctrl mice.

The activation of the retinoic acid receptor (RAR) respectively the heterodimer retinoid X receptor (RXR) (indicated by the differential regulation of *Pltp, Apof, Lyz, Apoa* and *Agt* in estrus; *Smarcd3, Crabp2, Aldh1a1, Scand1, Rpl7a* and *Rarg* in diestrus) is altered in GCs of FL1 mice in both stages of estrus cycle.

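In estrus Apoa4 (ENSMUSG00000032080, chromosome 9, 46240696 to 46243459), the listed apolipoprotein A gene of Table 2, fell from 333 ± 102.9 CPM (SD, n = 5) to 117 ± 44.1 CPM (SD, n = 5) in FL1 mice (log2 fold change −1.52, standard error 0.29, adjusted p = 0.0145 from edgeR), and 8 of the 10 fits without 1 sample called it. Pltp and Apof were higher by log2 fold changes of 4.30 and 3.14, with adjusted p-values of 0.0989 and 0.108 from edgeR, and all 5 FL1 samples of both lay above the ctrl samples. DESeq2 called both (adjusted p = 1.06e-04 and 0.0143). Among ctrl mice replicate 1 stood apart for Apof, with 9.42 CPM where the next sample had 2.43. Apoa4 overlaps Gm10680 and Gm47528 on the other strand, and Pltp overlaps Ctsa on the other strand. The symbol Lyz was not found in the annotation and is not analysed here.
In diestrus 1 of the 6 listed genes was called. Smarcd3 (ENSMUSG00000028949, chromosome 5, 24590818 to 24624411), a subunit of the chromatin remodelling complex SWI/SNF, rose from 27.3 ± 12.6 to 93.0 ± 35.1 CPM (SD, n = 5 each; log2 fold change 1.77, adjusted p = 0.0361 from edgeR). It overlaps Chpf2 and Mir671 on the other strand, and 2 of the 10 fits without 1 sample called it. Crabp2, Aldh1a1, Scand1 and Rarg changed by 0.95, 0.76, −0.86 and −1.54 on the log2 scale, with adjusted p-values between 0.188 and 0.344 from edgeR. Rpl7a, with 97 near-identical copies, had a log2 fold change of −1.10 (adjusted p = 0.458 from edgeR). DESeq2 called 5 of the 6.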

Furthermore, xenobiotic metabolism (indicated by the differential expression of *Map3k14*, *Pik3c2g*, *Mgst2*, *Maf* and *Gsto1*) is predicted to be induced in GCs of FL1 mice in estrus. 

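Maf (ENSMUSG00000055435, chromosome 8, 115682942 to 115707794), a transcription factor, rose from 68.03 ± 20.5 CPM (SD, n = 5) in ctrl mice to 200.1 ± 87.0 CPM (SD, n = 5) in FL1 mice in estrus (log2 fold change 1.55, standard error 0.28, adjusted p = 0.0101 from edgeR). It overlaps Gm15655 on the other strand. The glutathione transferases Mgst2 and Gsto1 were higher by log2 fold changes of 1.99 and 0.85 but were not called (adjusted p = 0.0583 and 0.0855 from edgeR), though all 5 FL1 samples lay above every ctrl sample for both genes. FL1 replicate 2 was the highest, with 191 and 198 CPM where the next FL1 samples had 82.7 and 113.5. Mgst2 overlaps Gm37261 on the same strand, and Gsto1 overlaps Cfap43 on the other strand. All ctrl samples of Map3k14 held 3 counts or fewer, and it was at least 10.4-fold higher in FL1 mice, with an adjusted p of 0.0501 from edgeR and of 3.05e-05 from DESeq2. It overlaps 1700028N14Rik on the same strand.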

Also in diestrus, xenobiotic metabolism signaling (*Mgst2*, *Hs3st1*, *Maf*, *Aldh1a1*, *Scand1*) is predicted to be altered in GCs of FL1 mice compared to ctrl mice.

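None of these 5 genes was called in diestrus, although each had an unadjusted p under 0.05, and DESeq2 called 3 of them. Mgst2 rose from 6.35 ± 2.99 CPM (SD, n = 5) in ctrl mice to 26.0 ± 14.4 CPM (SD, n = 5) in FL1 mice, a log2 fold change of 2.04 (adjusted p = 0.152 from edgeR). For Maf the log2 fold change was 1.31 and for Hs3st1 1.55 (adjusted p = 0.191 and 0.344 from edgeR), and 4 of the 5 FL1 samples lay above all ctrl samples for each of these 3 genes.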

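Whether the difference between the lines itself changed with the stage was tested as an interaction of line and stage in a single edgeR fit to all 20 samples. None of 14938 genes tested had an adjusted p of 0.05 or less (0 genes), and 710 (4.75%) had an unadjusted p under 0.05. Without the filter on low counts 6 genes passed, and with DESeq2 1. Across the 12270 genes tested in both stages, the log2 fold changes of the 2 stages had a Pearson correlation of 0.365 and a Spearman correlation of 0.239, where genes are not independent replicates, and 58.0% of the genes changed in the same direction.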

While some functional pathways are predicted to be differentially regulated in both stages of estrous cycle, the modifications of others are restricted to only on stage of estrous cycle. For instance, gluconeogenesis (indicated by the differential expression of *Gapdh, Me1* and *Me2*) and in the inhibition of matrix metalloproteases (indicated by the differential expression of *Timp1, Mmp11* and *Lrp1*) in GCs of FL1 mice are only altered in estrus.

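In estrus the malic enzyme genes changed in opposite directions. Me1 (ENSMUSG00000032418, chromosome 9, 86581371 to 86695953) rose from 227 ± 93.2 CPM (SD, n = 5) in ctrl mice to 659 ± 327 CPM (SD, n = 5) in FL1 mice (log2 fold change 1.53, standard error 0.33, adjusted p = 0.0327 from edgeR), and Me2 (ENSMUSG00000024556, chromosome 18, 73769903 to 73815449) fell from 301 ± 97.1 to 135 ± 22.9 CPM (SD, n = 5 each; log2 fold change −1.17, adjusted p = 0.0145 from edgeR). In diestrus their log2 fold changes were 0.43 and −0.94 (adjusted p = 1.00 and 0.0830 from edgeR), and all 5 FL1 samples of Me2 again lay below the ctrl samples. Me2 in diestrus was called by 5 of 10 other settings, DESeq2 among them. Gapdh had a log2 fold change of 1.69 in estrus and 1.48 in diestrus (adjusted p = 0.105 and 0.897 from edgeR). It shares sequence with 4 near-identical copies. Me1 overlaps Gm38230 on the same strand and A330041J22Rik on the other strand.
Mmp11 and Lrp1 were lower in estrus by log2 fold changes of −1.40 and −1.16 (adjusted p = 0.0528 and 0.0605 from edgeR), and in diestrus they changed by −0.24 and −0.03. Mmp11 overlaps Chchd10 on the other strand, and Lrp1 overlaps Gm16217 on the other strand. In the test of the difference between the stages, the adjusted p from edgeR was at least 0.982 for these 5 genes and for Timp1. No gene in that test had an adjusted p below 0.933, so the test cannot decide whether these changes are restricted to estrus.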

Furthermore, insulin receptor signaling (indicated by the differential expression of *Ppp1r14a, Pik3c2g, Sgk1* and *Inpp5b*) is predicted to be activated in GCs of FL1 mice in estrus, but not in diestrus, while the oxytocin signaling pathway (indicated by the differential expression of *Ptgfr, Ppara, Pla2g12a, Pla2g4a* and *Cacna2d1*) and p38 MAPK signaling (indicated by the differential expression of *Pla2g12a, Pla2ga4* and *Mef2d*) are predicted to be altered only in GCs from diestrus of FL1 mice compared to ctrl mice.

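Of the insulin receptor signaling genes, 3 were called in estrus (Ppp1r14a, Pik3c2g and Sgk1) and none in diestrus, where Ppp1r14a, Pik3c2g, Sgk1 and Inpp5b had log2 fold changes of 0.43, 1.37, 1.36 and −0.19. Their differences between the stages were −2.65, −1.17, −0.49 and 1.06 on the log2 scale (adjusted p of at least 0.933 from edgeR). No gene had a lower adjusted p than 0.933 there, so the test cannot decide whether these changes are limited to estrus.
None of the 5 oxytocin signaling genes was called in diestrus. Ptgfr, the gene with the largest increase, rose from 28.0 ± 10.2 CPM (SD, n = 5) to 112.1 ± 111.6 CPM (SD, n = 5) in FL1 mice (log2 fold change 2.01, standard error 0.51, adjusted p = 0.203 from edgeR). It overlaps Gm43618 on the other strand, and in estrus its log2 fold change was 1.92. Ppara, Pla2g12a, Pla2g4a and Cacna2d1 changed in diestrus by 1.83, 1.45, 1.04 and −1.37, with adjusted p-values between 0.203 and 0.434 from edgeR. DESeq2 called 2 of the 5. Mef2d, the remaining p38 MAPK signaling gene, had a log2 fold change of −0.77 (adjusted p = 0.302 from edgeR; 0.0607 from DESeq2), and neither edgeR with the filter on low counts nor DESeq2 called any of the 3 p38 genes. All 3 had an unadjusted p under 0.05.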

### Differentially regulated biofunctions in FL1 mice versus ctrl mice

The functional annotation of differentially regulated genes in estrus and diestrus are provided in Table 4 and Table 5, respectively.

**Table 4:** Functional annotations of differentially expressed genes of FL1 mice in estrus. The biofunctions are calculated based on the IPA Ingenuity Knowledge Base. Official gene symbols are sorted by the fold change, starting with the lowest Log2FC

Functional annotation	*p*-value	z-score	Involved genes	
			Stronger expression	Weaker expression
Reproductive system development and function				
Fertility	3.66E-03	2.3	*F13a1, Clcf1, Kl, Pltp, Lhcgr, Timp1, Acsl4, Sfrp4, Mfge8*	*Inpp5b, Agt*
Litter size	1.74E-03	1.7	*Oxtr, Timp1, Acsl4, Efna5, Sfrp4, Setd3, Mfge8*	*Etnk2*
Lipid metabolism and molecular transport				
Synthesis of lipid	5.37E-07	1.0	*Map 3 k4, Elovl7, Pltp, Akr1c18, Rab27a, Lhcgr, Pik3c2g, Prlr, Star, Mgst, Fdx1, Me1, Lpin1, Idh1, Acsl4, Abcb1b, Sgms2, Tspo, Hsd3b1*	*Me2, Serinc5, Lta4h, Apoa4, Agt, Etnk2, Hpgd, St3gal5, Grem2, Neu3, Cyp1b1, Sgpp2, Dkkl*
Transport of lipid	1.79E-05	1.1	*Pcolce2, Pltp, Apof, Vnn1, Star, Lipg, Gm2a, Acsl4, Abcb1b, Nceh1, Tspo*	*Lrp1, Apoa4*
Transport of metal	7.19E-04	2.1	*Slc11a1, Cybrd1, Kcnab3, Prlr, Sgk1, Mt2, Ndrg2, Atp1b1, Nipal1, Mt1*	*Necitin1, Agt, Kcnj2, Prss30, H2-Q10*
Transport of molecule	1.23E-03	1.5	*Cym, Pcolce2, Ptpn22, Kl, Slc11a1, Pltp, Oxtr, Apof, Rab27a, Lhcgr, Cybrd1, Kcnab3, Prlr, Vnn1, Star, Lipg, Gm2a, Sgk1, Acsl4, Mt2, Abcb1b, Nipal1, Slc7a8, Nceh1, Sgms2, Mt1, Tspo, Ptp4a2*	*Lrp1, Upf1, Necitin1, Apoa4, Agt, Kdm8, Kcnj2, Prss30, H2-Q10*
Cell death and survival				
Apoptosis	2.07E-04	−1.8	*Clcf1, Ptpn2, Kl, Map 3 k14, Sema3f, Adamtsl4, Tub, Ifi203, Rab27a, Tnfrsf19, Lhcgr, Parvb, Lgals3, Rora, S100a4, Prlr, Vnn1, St3gal, Star, Sgk1, Eif4a1, Gapdh, Maf, Timp1, Ltbp1, Idh1, Dpp7, Acsl4, Mt2, Ethe1, Ndrg2, Sfrp4, Anxa5, Nek7, Nceh1, Sgms2, Nrp1, Mt1, Tspo, Ptp4a2, Mfge8, Pros1, Ubr4, Tcf4*	*Wdr5, Dynll1, Itsn1, Bcl11a, Ddit4, Lrp1*
Regeneration of cells	2.82E-04	0.7	*Clcf1, Sgk1, Mt2, Mt1, Tcf4*	*Agt, Neu3, Kcnj2*
Endocrine system development, function and disorder				
Steroid metabolism	6.89E-07	1.3	*Pltp, Akr1c18, Apof, Lhcgr, Rora, Prlr, Star, Fdx1, Acsl4, Tspo, Hsd3b1*	*Lrp1, Apoa4, Agt, Grem2, Cyp1b1*
Metabolism of progesterone	2.89E-06	1.3	*Akr1c18, Lhcgr, Prlr, Star, Acsl4, Tspo, Hsd3b1*	*Agt, Grem2*
Metabolism of hormone	5.12E-07	1.3	*Crym, Elovl7, Akr1c18, Lhcgr, Prlr, Star, Fdx1, Acsl4, Tspo, Hsd3b1*	*Agt, Grem2, Cyp1b1, Dkkl*
Reduction of hormone	3.65E-03	n.a.	*Akr1c18, Hsd3b1*	
Hypogonadism	2.82E-04	n.a.	*F13a1, Kl, Sema3f, Lhcgr, Prlr, St3gal1, Ltbp1*	*Serinc5*

**Table 5:** Functional annotations of differentially expressed genes of FL1 mice in diestrus. The biofunctions are calculated based on the IPA Ingenuity Knowledge Base. Official gene symbols are sorted by the fold change, starting with the lowest Log2FC

Functional annotation	*p*-value	z-score	Involved genes	
			Stronger expression	Weaker expression
Lipid metabolism and molecular transport				
Quantity of steriod	1.03E-03	0.9	*Star, Ptgfr, Ppara, Maf, Hsd11b2, Gpm6b, Bambi, Scarb1, Angptl4, Atp1a1*	*Epthx, St3gal5*
Synthesis of lipid	1.03E-06	0.6	*Inpp5d, Runx2, Star, Tnfsf10, Mgst2, Ppara, Pla2g12a, Rab27a, Hsd11b2, Pla2g4a, Slc6a6, Scarb1, Angptl4, Aldh1a1, Atp1a1, Ctnnb1*	*Me2, Ephx2, Hpgd, Neu3, Grem2, St3gal5, Il15*
Concentration of lipid	2.53E-06	2.6	*Inpp5d, Star, Tnfsf10, Ptgfr, Ppara, Smarcd3, Rgcc, Rab27a, Maf, Hsd11b2, Gpm6b, Bambi, Pla2g4a, Scarb1, Angptl4, Aldh1a1, Atp1a1, Ctnnb1*	*Ephx2, Cacna2d1, Hpgd, Neu3, St3gal2*
Synthesis of fatty acid	3.30E-04	1.8	*Tnfsf10, Mgst2, Pla2g4a, Angptl14, Aldh1a1, Ctnnb1,*	*Me2, Ephx2, Hpgd, Il15*
Lipolysis	4.77E-04	1.9	*Inpp5d, Tnfsf10, Ppara, Gm2a, Pla2g4a, Scarb1, Angptl4*	*Neu3*
Hydrolysis of lipid	1.78E-04	1.6	*Inpp5d, Tnfsf10, Gm2a, Pla2g4a, Scarb1, Angptl4*	*Neu3*
Cell death and survival				
Apoptosis	5.01E-04	0.4	*Cd53, Inpp5d, Atp6v0d2, Runx3, Dusp2, Runx2, Tcim, Tnfaip2, Ptprz1, Star, Tnfsf10, Ptgfr, Parvb, Ppara, Rab27a, Maf, Hsd11b2, Gpm6b, Rnase1, Mmd2, Pla2g4a, Sema7a, Crabp2, Ccng1, Slc6a6, Scarb1, Angptl4, Aldh1a1, Atp1a1, Ctnnb1*	*Triap1, Mef2d, Hspe1, Mrtfa, Rarg, Hpgd, Neu3, Rassf2, Gjc1, Il15, Dph7*

The transcriptome analysis indicates that a large number of genes associated with increased litter size such as the luteinizing hormone receptor (*Lhcgr*) and Klotho (*Kl*) are higher expressed in GCs of FL1 mice compared to ctrl mice in estrus (Table 4). 

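Lhcgr (ENSMUSG00000024107, chromosome 17, 88716481 to 88791990) rose from 16.9 ± 14.9 CPM (SD, n = 5) in ctrl mice to 138 ± 156 CPM (SD, n = 5) in FL1 mice in estrus (log2 fold change 3.02, standard error 0.65, adjusted p = 0.0327 from edgeR). Every FL1 sample lay above the ctrl samples, and FL1 replicate 2 reached 416 CPM where the next sample had 97.8. 6 of the 10 fits that each left out 1 sample called it, and the adjusted p rose to 0.105 at most. Klotho (Kl, ENSMUSG00000058488, chromosome 5, 150952607 to 150993817) had 0 counts in all 5 ctrl samples and 0, 21, 17, 51 and 17 counts in FL1 replicates 1 to 5. It was therefore at least 6.97-fold higher in FL1 mice, was too low for the edgeR test and had an adjusted p of 0.00857 from DESeq2.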

Also several genes associated with increased litter size, including the oxytocin receptor (*Oxtr*) and SET domain containing 3 (*Setd3*) are higher expressed in GCs of FL1 mice in estrus (Table 4). 

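Oxtr (ENSMUSG00000049112, chromosome 6, 112473683 to 112489943) rose from 12.5 ± 11.0 CPM (SD, n = 5) in ctrl mice to 118 ± 112.3 CPM (SD, n = 5) in FL1 mice in estrus (log2 fold change 3.23, standard error 0.59, adjusted p = 0.0118 from edgeR), and each of the 10 fits without 1 sample called it, with log2 fold changes from 2.47 to 3.89. Setd3 (ENSMUSG00000056770, chromosome 12, 108106431 to 108179314) rose from 26.5 ± 6.61 to 53.6 ± 10.4 CPM (SD, n = 5 each), and its log2 fold change of 1.01 had an adjusted p of 0.0785 from edgeR and of 0.00713 from DESeq2. For both genes every FL1 sample lay above all ctrl samples. Of the 8 genes listed for litter size, 8 changed in the listed direction and 5 were called (Oxtr, Timp1, Acsl4, Efna5 and Etnk2). Efna5 had a log2 fold change of 1.40 and Etnk2 of −1.96 (adjusted p = 0.0327 and 0.00817 from edgeR).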

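Timp1 (ENSMUSG00000001131, chromosome X, 20870166 to 20874735), an inhibitor of matrix metalloproteases, rose in estrus from 75.8 ± 36.3 CPM (SD, n = 5) in ctrl mice to 223 ± 51.2 CPM (SD, n = 5) in FL1 mice (log2 fold change 1.55, standard error 0.30, adjusted p = 0.0152 from edgeR). It overlaps Syn1 on the other strand, and 8 of the 10 fits without 1 sample called it. Acsl4 (ENSMUSG00000031278, chromosome X, 142317993 to 142390535), which activates long-chain fatty acids, rose from 84.6 ± 27.7 to 226 ± 139 CPM (SD, n = 5 each; log2 fold change 1.41, adjusted p = 0.0475 from edgeR). The kinase gene Sgk1 (ENSMUSG00000019970, chromosome 10, 21882184 to 21999903) rose from 75.8 ± 24.8 to 272 ± 235 CPM (SD, n = 5 each; log2 fold change 1.84, adjusted p = 0.0462 from edgeR), and 3 of its 5 FL1 samples lay above all ctrl samples. FL1 replicate 2 stood apart for both genes, with 473 CPM of Acsl4 and 676 CPM of Sgk1 where the next FL1 samples had 179.6 and 241. Acsl4 and Sgk1 were called in 2 of the 10 fits without 1 sample, and their adjusted p rose to at most 0.127 and 0.117.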

The tissue inhibitor of metalloprotease 1 (*Timp1*), the acyl-CoA synthetase long-chain family member 4 (*Acsl4*), and the serum and glucocorticoid regulated kinase 1 (*Sgk1*) are higher expressed in GCs of FL1 mice in estrus. Both genes play a role in the increased fertility as well as in the increased litter size (Table 4). Furthermore, these and other genes (see Table 4) are involved in development, function and disorder of the endocrine system such as synthesis and metabolism of steroid hormones. 

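All 16 genes listed for steroid metabolism in estrus were tested and changed in the listed direction, and 11 were differentially expressed. For the metabolism of progesterone 7 of 9 tested genes were called and for the metabolism of hormones 9 of 12, all in the listed direction. Among the 8 tested genes listed for fertility 4 were called. Among the called genes of these lists the largest increase was that of Akr1c18 (ENSMUSG00000021214, chromosome 13, 4132615 to 4150654), a hydroxysteroid dehydrogenase that inactivates progesterone, from 115.5 ± 62.1 CPM (SD, n = 5) in ctrl mice to 1878 ± 1268 CPM (SD, n = 5) in FL1 mice (log2 fold change 4.02, standard error 0.50, adjusted p = 3.06e-04 from edgeR). The electron carrier Fdx1 had a log2 fold change of 1.72 (adjusted p = 0.0327 from edgeR). All 5 FL1 samples lay above the ctrl samples for both genes.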

Apoptosis has been predicted for the GCs of FL1 mice as significantly decreased by the factor − 1.8 in estrus. Moreover, the molecular transport, especially the transport of lipid, metal and hormones is increased in the GCs in FL1 mice in estrus.

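For apoptosis in estrus the paper lists 50 genes, 44 higher and 6 lower in FL1 mice. Of these, 49 were found in the annotation, 44 passed the filter on low counts, 43 of them changed in the listed direction, and 18 were differentially expressed (Rab27a, Lhcgr, Parvb, Lgals3, Rora, S100a4, Prlr, Vnn1, Star, Sgk1, Eif4a1, Maf, Timp1, Acsl4, Mt2, Ndrg2, Nceh1 and Mt1). DESeq2, the alternative that moved this count most, called 48. The exception in direction was Ptpn2, with a log2 fold change of −0.31 (adjusted p = 0.730 from edgeR). The paper sorts its lists by fold change, and Ptpn2 stands directly before Kl. In the list for the transport of molecules Ptpn22 holds that place, so the symbol may be a misprint and does not count against the paper's direction. Lgals3 (ENSMUSG00000050335, chromosome 14, 47367751 to 47386160) rose from 13.5 ± 6.74 CPM (SD, n = 5) to 80.3 ± 25.9 CPM (SD, n = 5) (log2 fold change 2.56, standard error 0.40, adjusted p = 0.00296 from edgeR). The metallothionein genes Mt2 and Mt1 rose by log2 fold changes of 1.40 and 1.01, and S100a4 by 2.41 (adjusted p = 0.00227, 0.0125 and 0.00817 from edgeR). Each of these 4 genes had all 5 FL1 samples above the ctrl samples. Mt2 overlaps Gm45774 on the other strand, and S100a4 overlaps Gm42674 on the same strand. Rab27a has 173 near-identical copies of the 3′ end, so its log2 fold change of 3.13 (adjusted p = 0.0150 from edgeR) is uncertain. In diestrus 4 of 34 tested apoptosis genes were called (Runx2, Star, Gpm6b and Neu3), all 34 in the listed direction.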

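Of 12 tested genes listed for the transport of lipid 6 were called in estrus (Vnn1, Star, Gm2a, Acsl4, Nceh1 and Apoa4), of 12 for the transport of metal 9 (Cybrd1, Prlr, Sgk1, Mt2, Ndrg2, Atp1b1, Mt1, Agt and Kcnj2), and of 30 for the transport of molecules 16, and every tested gene changed in the listed direction. Gm2a, a lipid-binding activator protein, rose from 128 ± 37.3 CPM (SD, n = 5) in ctrl mice to 504 ± 352 CPM (SD, n = 5) in FL1 mice (log2 fold change 1.98, standard error 0.34, adjusted p = 0.00774 from edgeR). The potassium channel gene Kcnj2 fell from 21.5 ± 10.2 to 0.527 ± 0.612 CPM (SD, n = 5 each; log2 fold change −5.31, adjusted p = 0.00499 from edgeR). Atp1b1 and Cybrd1 rose by log2 fold changes of 1.21 and 2.57 (adjusted p = 0.0179 and 0.0355 from edgeR), and Atp1b1 overlaps Nme7 on the other strand.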

Common biofunctions in both estrus and diestrus of both mouse lines are the regulation of the survival of cells, as well as the assembly and organization of cells. 

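The lists for the synthesis of lipid hold 32 genes in estrus and 23 in diestrus. In estrus 21 of 30 tested genes were called and 29 changed in the listed direction, the exception being Map3k4 (log2 fold change −0.51, adjusted p = 0.392 from edgeR). Map3k4 stands first in this list, which the paper sorts by fold change, so the symbol may be a misprint of Map3k14. In diestrus 5 of 21 were called, and DESeq2 called 14. For the concentration of lipid in diestrus 4 of 22 tested genes were called. Neu3 and St3gal5, which remove and add sialic acid on glycolipids, were lower in both stages. Neu3 had log2 fold changes of −2.16 in estrus and −1.78 in diestrus (adjusted p = 0.0169 and 0.00136 from edgeR). St3gal5 (ENSMUSG00000056091, chromosome 6, 72097592 to 72154571) fell from 183 ± 15.7 to 41.8 ± 12.9 CPM in estrus and from 165 ± 36.2 to 40.8 ± 12.4 CPM in diestrus (SD, n = 5 each; adjusted p = 3.86e-05 and 6.37e-04 from edgeR). It overlaps Gm29438 on the same strand and 4933431G14Rik on the other strand.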

The lipid metabolism is also altered in estrus, as well as in diestrus in GCs of FL1 mice. 

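Ctnnb1 (ENSMUSG00000006932, chromosome 9, 120929216 to 120960507) had 845 ± 45.6 CPM (SD, n = 5) in FL1 mice in diestrus and 649 ± 47.0 CPM (SD, n = 5) in ctrl mice (log2 fold change 0.39, standard error 0.16, adjusted p = 0.808 from edgeR). All 5 FL1 samples lay above every ctrl sample, and the adjusted p from DESeq2 was 0.0629. It overlaps Mir7090 on the same strand and 4930593C16Rik and Ulk4 on the other strand. In estrus the log2 fold change was 0.25 (adjusted p = 0.724 from edgeR). Of the 8 tested genes listed for the synthesis of fatty acids in diestrus 0 were called, although all 8 had an unadjusted p under 0.05, and DESeq2 called 6.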

Catenin beta-1 (*Ctnnb1*) is higher expressed in GCs of FL1 mice in diestrus and regulates different traits of lipid metabolism and the synthesis of fatty acids. 

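Star (ENSMUSG00000031574, chromosome 8, 25806555 to 25815982), which carries cholesterol to the inner mitochondrial membrane, rose from 149 ± 96.3 CPM (SD, n = 5) in ctrl mice to 640.3 ± 277 CPM (SD, n = 5) in FL1 mice in estrus (log2 fold change 2.10, standard error 0.38, adjusted p = 0.0106 from edgeR) and from 57.5 ± 27.8 to 271 ± 110.8 CPM (SD, n = 5 each) in diestrus (log2 fold change 2.25, standard error 0.36, adjusted p = 0.00899 from edgeR). In both stages every FL1 sample lay above the ctrl samples, and each of the 10 fits without 1 sample called Star in its stage. Hsd11b2 (ENSMUSG00000031891, chromosome 8, 105518755 to 105523988), which oxidizes glucocorticoids, rose in diestrus from 182 ± 66.5 to 449 ± 245 CPM (SD, n = 5 each), a log2 fold change of 1.31 with an adjusted p of 0.198 from edgeR and of 0.0203 from DESeq2. In estrus its log2 fold change was 0.58 (adjusted p = 0.437 from edgeR).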

Also the steroidogenic acute regulatory protein (*Star*) as well as the 11-beta-hydroxysteroid dehydrogenase type 2 (*Hsd11b2*) are higher expressed in GCs of FL1 mice and are relevant genes in the lipid as well as in the steroid metabolism.

### Hormonal analysis

In addition, several parameters associated with the ascertained pathways and functional annotations were analyzed on endocrine and/or molecular levels to obtain a global picture of how the physiological mechanisms are altered in FL1 mice. 

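Over its text, tables and Fig. 1C the paper names 46 genes for estrus and 44 for diestrus that were tested and not called. In estrus 91 of its genes were tested, 89 changed in the direction given and 45 were differentially expressed (49.5%). Ptpn2 and Map3k4, which may be misprints, are counted here as printed. In diestrus 53 were tested, 52 changed in the direction given and 9 were called (17.0%). The 78 genes called only in estrus and tested in diestrus had a median absolute log2 fold change of 1.82 in estrus and 0.82 in diestrus, and 76 of them changed in the same direction. The 15 genes called only in diestrus and tested in estrus had medians of 2.26 in diestrus and 1.59 in estrus. All 15 changed in the same direction. The value of the stage in which genes were chosen is raised by the choice itself.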

Since the results of the transcriptome analysis indicate that the alterations in GCs of FL1 mice are associated with increased reproductive performance predominantly in estrus, we mainly focused on this stage of estrus cycle.

Insulin receptor signaling is predicted to be activated in GCs of FL1 mice in estrus (Table 2). 

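The gene of the insulin receptor itself, Insr (ENSMUSG00000005534, chromosome 8, 3122061 to 3279617), had 38.0 ± 16.7 CPM (SD, n = 5) in FL1 mice and 40.8 ± 14.9 CPM (SD, n = 5) in ctrl mice in estrus (log2 fold change −0.11, standard error 0.33, adjusted p = 0.959 from edgeR), so that a difference was not detectable. It overlaps Gm16180 and Vmn2r-ps88 on the other strand.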

Plasma concentrations of insulin were measured in estrus. The results are shown in Fig. 2. We found no significant difference in the plasma concentrations of insulin between FL1 mice (1.05 ± 0.3 ng/ml) and ctrl mice (0.67 ± 0.07 ng/ml).

**Fig. 2:**
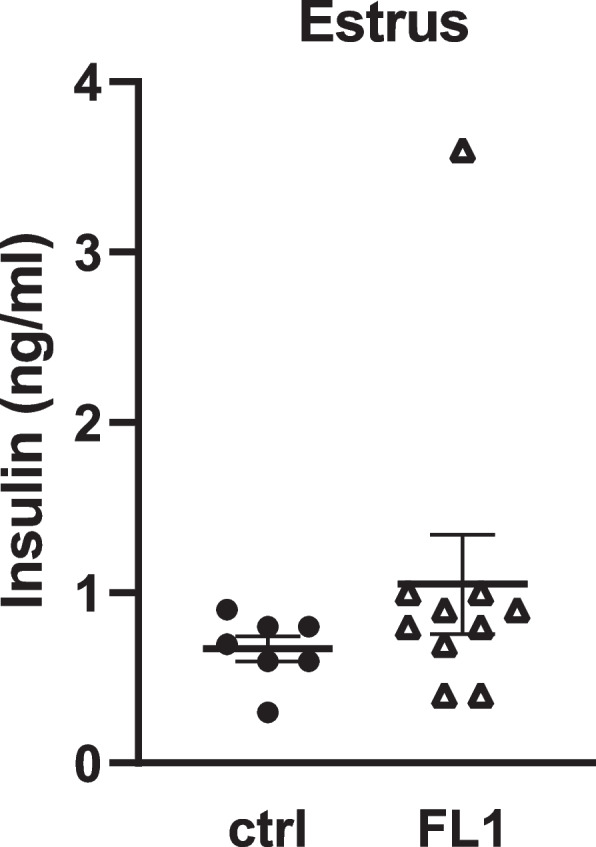
Serum concentration of insulin in ctrl mice and FL1 mice in estrus; Data are expressed as mean ± S.E.M (Mann-Whitney-U-Test)

We found no significant difference in *Igf1* gene expression in the liver between FL1 mice and ctrl mice in estrus (Fig. 3A) or in diestrus (Fig. 3B). However, the expression of *Igf1* tended to be decreased in the liver of FL1 mice in estrus (Fig. 3A). The protein concentration of IGF1 in the liver in estrus was significantly decreased in FL1 mice compared to ctrl mice (Fig. 3C). Also serum concentrations of IGF1 were significantly decreased in FL1 mice (699.0 ± 25.6 ng/ml) compared to ctrl mice (875.6 ± 45.1 ng/ml) in estrus. Our results revealed no significant difference in IGF1 protein concentrations in the liver or IGF1 plasma concentrations between FL1 mice and ctrl mice in diestrus (Fig. 3 D and E).

**Fig. 3:**
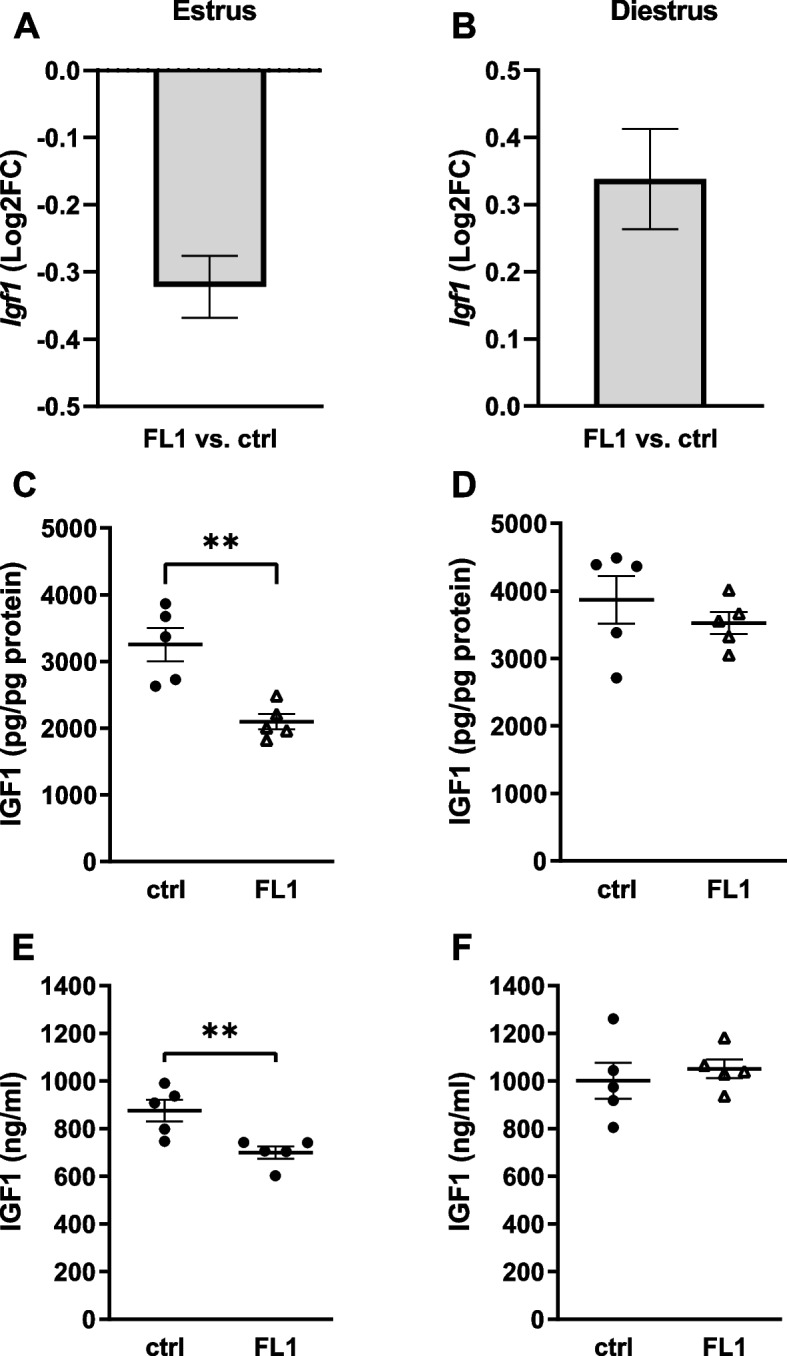
Levels of IGF1 in ctrl mice and FL1 mice in estrus and diestrus. mRNA expression of *IFG1* in the liver of ctrl mice and an FL1 mice in estrus (**A**) and diestrus (**B**); Data are expressed as Log2FC ± S.D., ** *p* < 0.01. IGF1 protein content (pg/pg total protein) in ctrl mice and FL1 mice in estrus (**C**) and diestrus (**D**); Data are expressed as mean ± S.E.M, ** *p* < 0.01 (Mann-Whitney-U-Test). Serum concentration of IGF1 (ng/ml) in ctrl mice and FL1 mice in estrus (**E**) and diestrus (**F**); Data are expressed as mean ± S.E.M, ** *p* < 0.01 (Mann-Whitney-U-Test)

PRL levels were analyzed on transcriptional and plasma levels in estrus and diestrus. We found no significant difference in *Prl* expression in the pituitary between FL1 and ctrl mice in estrus (Fig. 4A). However, in diestrus *Prl* expression was slightly, but significantly increased in diestrus (Fig. 4B). PRL serum concentrations were not significantly different between ctrl mice and FL1 mice in estrus (Fig. 4C) and diestrus (Fig. 4D).

**Fig. 4:**
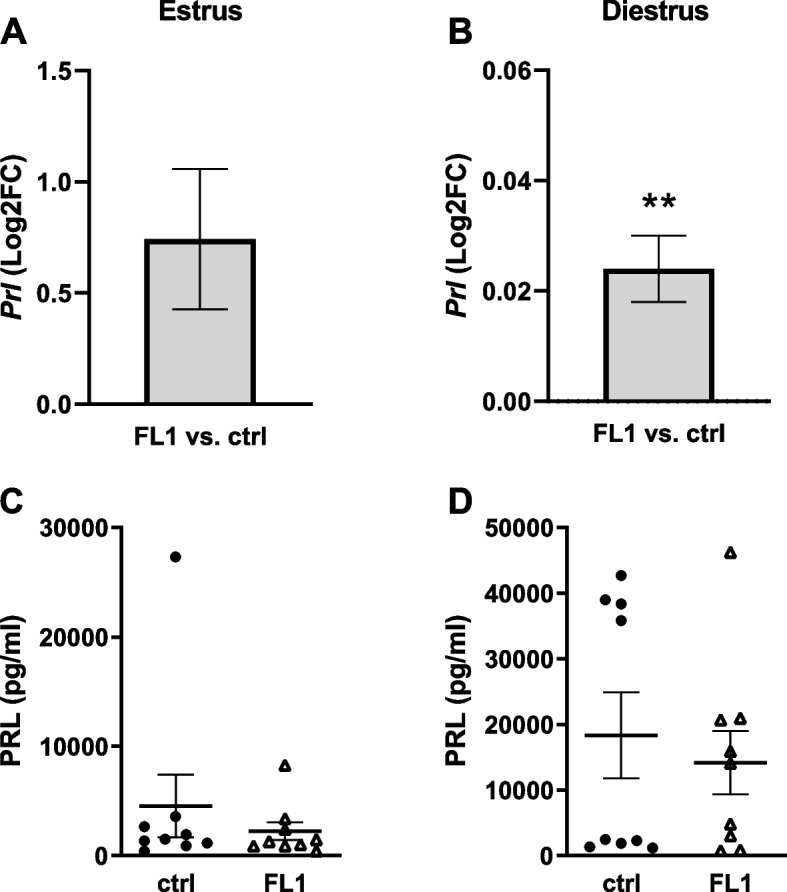
Levels of PRL in ctrl mice and FL1 mice in estrus and diestrus. mRNA expression of *Prl* in the pituitary of ctrl mice and an FL1 mice in estrus (**A**) and diestrus (**B**); Data are expressed as Log2FC ± S.D., ** *p* < 0.01. Serum concentration of PRL (pg/ml) in ctrl mice and FL1 mice in estrus (**C**) and diestrus (**D**). Data are expressed as mean ± S.E.M (Mann-Whitney-U-Test)

OXT was measured on transcriptional (Fig. 5A) level in die hypothalamus and plasma level (Fig. 5B) in estrus. Neither *Oxt* gene expression, nor plasma levels of OXT differed between FL1 mice and ctrl mice in estrus.

**Fig. 5:**
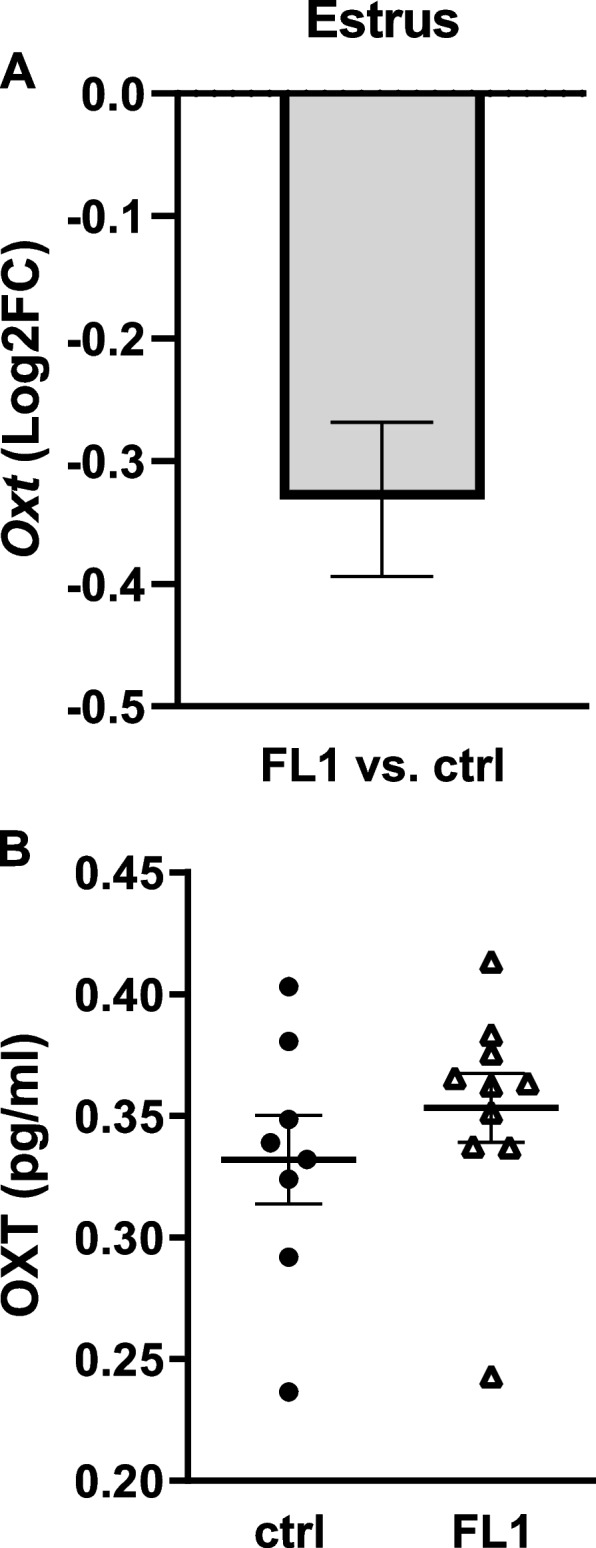
Levels of OXT in ctrl mice and FL1 mice in estrus. mRNA expression of *Oxt* in the hypothalamus of ctrl mice and an FL1 mice in estrus (**A**); Data are expressed as Log2FC ± S.D. Plasma concentration of OXT (pg/ml) in ctrl mice and FL1 mice in estrus (**B**). Data are expressed as mean ± S.E.M (Mann-Whitney-U-Test)

## Discussion

The Dummerstorf high fertility mouse line 1 is a worldwide unique animal model for increased reproductive performance. These mice did not only increase the ovulation rate, they are furthermore able to deliver high litter sizes over a long time period without health issues [22]. Although it is widely assumed that FSH is one of the most important key regulators in antral follicle development, FL1 mice exhibit FSH levels which are decreased by more than 50% compared to unselected ctrl mice [21]. Thus, we have to reconsider the role of FSH in folliculogenesis in connection with improved fertility. To gain insights into the mechanisms, leading to the increased reproductive performance of FL1 mice despite decreased FSH levels, we analyzed GCs isolated from antral follicles on molecular levels. Based on the results of the transcriptome analysis we measured endocrine parameters associated with follicular growth and GC differentiation to draw a global picture of how the phenotype of high fertility is achieved.

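Among the 100 genes that edgeR called in estrus, 18 belong to the 50 that the paper lists for apoptosis (Table 4). Adjusted over the list alone 43 of its genes passed, a number raised by the choice of the list on the same samples.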

The transcriptome analysis indicated that 25% of all differentially expressed genes in GCs of FL1 mice compared to ctrl mice in estrus were associated with reduced apoptosis. Considering the fact that more than 99% of the antral follicles undergo atresia and do not enter ovulation [6, 7], decreasing GC death to improve follicular survival is an obvious opportunity to increase ovulation rates. Although it is widely believed that FSH is the most important key regulator in promoting follicular survival by inhibiting GC apoptosis is FSH [10–13], other factors are also able to regulate the survival of GCs. A variety of different parameters, including several genes, as well as other hormones and growth factors, are able to modulate different signaling pathways associated with apoptotic processes.

One of these genes that is associated with decreased apoptosis is *Timp1*. It is higher expressed in GCs of FL1 mice in estrus. By inhibiting the matrix metalloproteases and therefore remodeling the extracellular matrix, *Timp1* has several important functions in the control of cell proliferation, cell survival, ovulation, steroidogenesis, and in the regulation of the estrous cycle [23–26]. In addition, Nothnick et al. (2001) showed that a inhibition of *Timp1* is associated with a reduced reproductive lifespan of female mice [27]. Interestingly, it has been shown that the expression of *Timp1* is dependent on FSH. During follicular development, *Timp1* expression can be regulated directly by the PKA signaling pathway or indirectly through IGF1 [26]. Strikingly, FSH levels are significantly decreased in FL1 mice [21] and also IGF1 levels are significantly lower in FL1 mice in estrus. The transcriptome analysis revealed no evidence that the receptors of FSH or IGF1 are differentially regulated in FL1 mice. Thus, an upregulation of *Timp1* by FSH, IGF1 or an increased receptor expression of these two hormones is not likely. Thus, other activators of FSH target gene expression must be involved.

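Fshr (ENSMUSG00000032937, chromosome 17, 88984952 to 89200675) had 54.3 ± 20.1 CPM (SD, n = 5) in FL1 mice and 45.5 ± 6.90 CPM (SD, n = 5) in ctrl mice in estrus (log2 fold change 0.25, standard error 0.27, adjusted p = 0.842 from edgeR), and its log2 fold change in diestrus was −0.49 (standard error 0.26, adjusted p = 0.970 from edgeR), with 4 of 5 FL1 samples below all ctrl samples. For Igf1r (ENSMUSG00000005533, chromosome 7, 67952827 to 68233668) the log2 fold changes were −0.33 in estrus and −0.15 in diestrus (standard errors 0.25 and 0.27, adjusted p = 0.728 and 1.00 from edgeR). DESeq2 called neither gene in either stage.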

Above, *Timp1* also other important and well described (anti-apoptotic) FSH and IGF1 target genes are not inhibited despite decreased hormonal levels. Quite the opposite is the case.

*Lhcgr*, which is a very well described FSH target gene is higher expressed in the GCs of FL1 mice. It plays a crucial role during antral follicle formation and a great number of activating or inactivation mutations and also knockout models have been described in literature [28]. Since not only *Lhcgr* is higher expressed in GCs of FL1 mice, but also the transcript levels of *Lh* in the pituitary, as well as the LH serum concentrations are increased in FL1 mice compared to ctrl mice [21], our results indicate that increased LH levels and receptor signaling might play a crucial role in the improved follicular development of FL1 mice and especially have the potential to improve antral follicle formation. Interestingly, AKT is the preferred target of LH [29]. Thus, increased LH levels represent a possibility to induce FSH and target genes and intracellular signaling pathways and therefore might compensate the decreased FSH levels in FL1 mice.

Also *Sgk1,* which is significantly higher expressed in GCs of FL1 mice in estrus is an important FSH target gene, which has several effects on the proliferation and survival of cells [30]. Alliston et al. (1997) analyzed the role of *Sgk1* in the proliferation and differentiation of rat GCs and showed that *Sgk1* expression in GCs is regulated by FSH. The authors concluded that the expression of *Sgk1* in GCs is induced by FSH via activators of the PKA pathway [31]. However, like previously described, FSH is significantly decreased in FL1 mice compared to ctrl mice [21]. However, FSH is not the only hormone that has the ability to regulate *Sgk1* expression. Also insulin has been shown to activate *Sgk1* via PI3K signaling [32]. Although plasma levels of insulin do not differ significantly between FL1 and ctrl mice, the fact that several genes associated with increased insulin signaling are differentially expressed in GCs of FL1 mice suggests a role of insulin in the increased ovulation rate of FL1 mice. The two main intracellular Insulin receptor signaling pathways are the PI3K/AKT and the MAPK signaling pathway [2, 33], which can also be induced by FSH and LH.

The fact that numerous well described FSH target genes are higher expressed in FL1 mice and also important FSH induced signaling pathways are not inhibited despite decreased FSH levels in FL1 mice promotes the hypotheses that other activators of gene expression are involved in these processes. Thus, although FSH is undoubtedly important as part of the HPG axis and is clearly important for adequate follicular development, other signal transduction pathways must be present to compensate for low FSH and maintain superior fertility in FL1 females.

In addition to LH, also a role of PRL and OXT in this complex interaction of anti-apoptotic signaling pathways is conceivable. In view of the fact that PRL and OXT signals can be mediated by various pathways including the MAPK signaling pathway and the PI3K signaling pathway, it promotes the hypothesis that the increased expression of *Prlr* and *Oxtr* in GCs of FL1 mice in estrus might be involved in the alternative way of signaling by activating antiapoptotic pathways in the GCs.

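Prlr (ENSMUSG00000005268, chromosome 15, 10177238 to 10349180) had 150.2 ± 57.9 CPM (SD, n = 5) in ctrl mice and 672 ± 550.3 CPM (SD, n = 5) in FL1 mice in estrus (log2 fold change 2.16, standard error 0.40, adjusted p = 0.0118 from edgeR). All 5 FL1 samples lay above every ctrl sample and each of the 10 fits without 1 sample called the gene, which overlaps Gm21973 on the same strand. FL1 replicate 2 stood apart from the other FL1 samples, the next of which had 529 CPM. In diestrus the log2 fold changes were 0.45 for Prlr and 0.35 for Oxtr (adjusted p = 1.00 and 1.00 from edgeR). The interaction of line and stage was −1.71 for Prlr and −2.89 for Oxtr on the log2 scale. Over all genes tested the adjusted p from edgeR was 0.933 for both, the lowest of any gene. Adjusted over the tested genes of Table 1 alone, it was 0.0220 for Prlr and 0.0163 for Oxtr. That list was chosen by the paper on the same samples, and without FL1 estrus replicate 2 no gene of it passed.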

While it has already been shown that PRL might act as a survival factor in GCs [34], the role of OXT in the folliculogenesis is controversially discussed in literature. Although several studies assume that OXT plays a crucial role in reproductive physiology, the role of OXT in folliculogenesis is not clear. Female mice lacking OXT are fertile and able to deliver pups [35]. Administration of OXT has no effects on the number of follicles and the ovulation rate [36, 37], but the abundance of *Oxtr* mRNA in GCs suggests a role of OXT in follicular development. OXT has been shown to stimulate the production of LH in the pituitary [38]. Conveniently, mRNA levels of LH are increased in FL1 mice in estrus [21]. OXT increases the volume of ovaries, corpora lutea as well as the endometrial thickness [36] and therefore might support ovulation and late follicular maturation. Chandrasekher et al. analyzed the effects of OXT on follicle cells in vitro. GCs treated with OXT increased the production of progesterone. Interestingly, this effect was only visible in a medium without FSH. The authors concluded, that either the stimulatory effects of OXT on progesterone production might not be expressed in the presence of the maximally stimulatory effects of FSH used in these experiments or that high levels of intracellular OXT, produced in the presence of FSH, masked the effects [39]. Therefore, interactions of altered progesterone, OXT and FSH levels might play a major role in the increased reproductive performance of FL1. However the mRNA content of *Oxt* in the hypothalamus and the OXT plasma concentrations revealed no significant difference between FL1 and ctrl mice. Thus, the actions of OXT appear to be restricted local to the ovary.

In addition to insulin, also other growth factors are able to control apoptosis of GCs and follicular development. IGF1 has long been recognized to have an indispensable role in female reproductive performance. *Igf1* as well as *Igf1r* knockout mice have reproductive defects and are infertile [40, 41]. Kadakia et al. (2001) demonstrated, that IGF1 is necessary for the proliferation of GCs [3]. In addition, IGF1 signaling is essential for the FSH induced stimulation of AKT in the GC [42] and also the fact that *Igf1* knockout mice phenocopy *Fsh* as well as *Fshr* knockout mice [1] demonstrates the great correlation between IGF1 and FSH signaling. Concurrently, the close connection and similarity of FSH and IGF1 signaling suggests that not only high FSH levels, but also high IGF1 levels might awake a “dark side” and therefore it is consistent that decreased FSH levels are correlated to decreased IGF1 levels in FL1 mice.

Hence, the overlap of different signaling pathways not only provides the opportunity for (improved) cross-talk between gonadotropin and growth factor signaling pathways and in order to enhance intracellular signaling in the GCs and compensate the decreased FSH levels in FL1 mice, it furthermore has the potential to preserve FL1 mice from the negative effects of high FSH levels such as accelerated reproduction failure, premature infertility and ovarian failure [16, 43]. A graphical summary of how the signaling pathways might interact is given in Fig. 6.

**Fig. 6:**
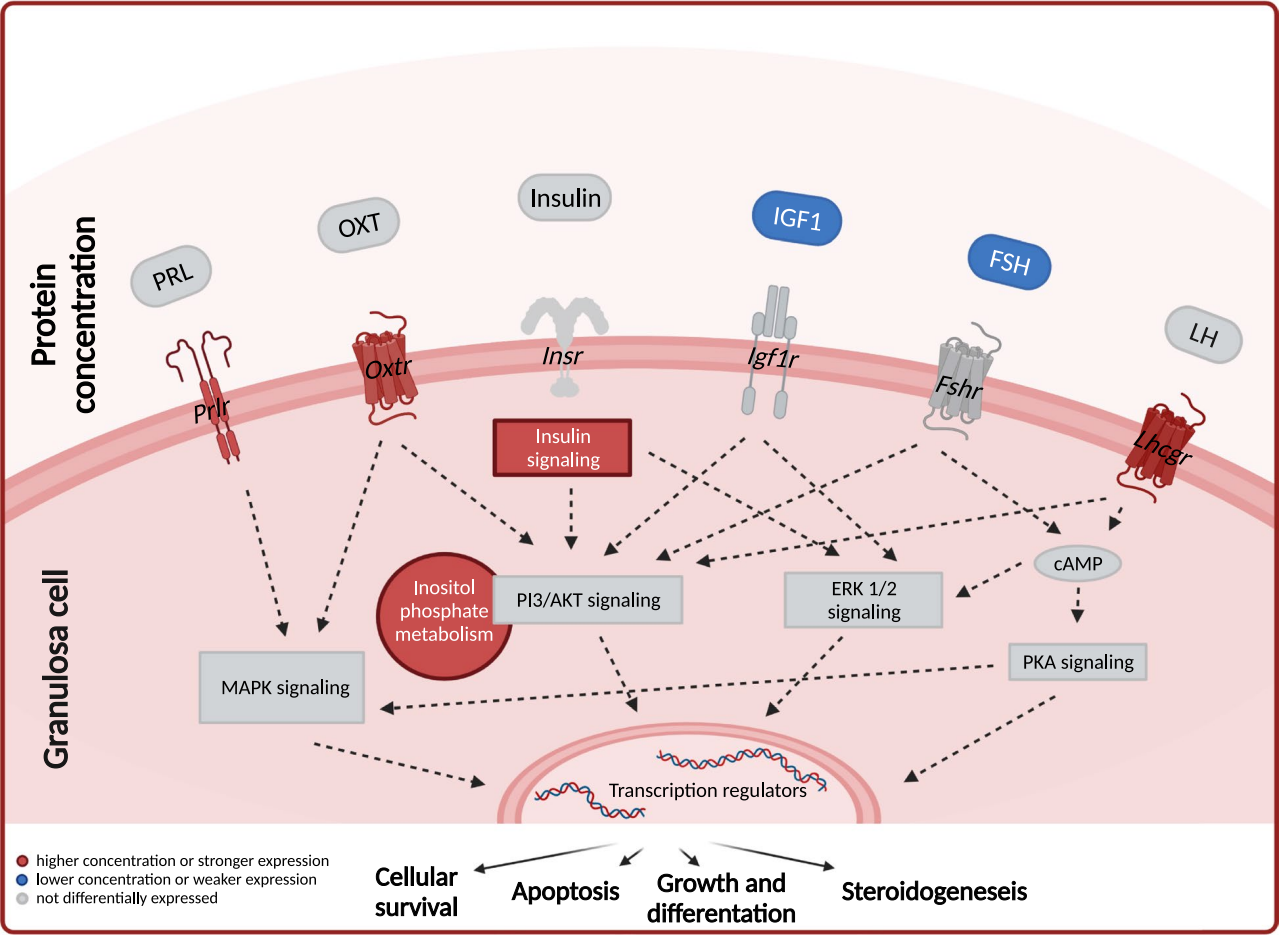
Signaling pathways associated with follicular development in GCs of FL1 mice. Although FSH levels in FL1 females are significantly decreased, the pathway analysis indicates that the most important intracellular FSH signaling pathways in the GCs are not inhibited. Thus, the regulation of important functions such as cellular survival, apoptosis, growth and differentiation and also steroidogenesis in the GCs of FL1 mice might be modulated by factors except for FSH. An overlap of growth factor and gonadotropin (receptor) signaling provides opportunities for cross-talk between insulin, IGF1, PRL, OXT, FSH and LH signaling. Furthermore, the induction of important anti-apoptotic signals by other factors has the potential to preserve FL1 mice from negative effects of high FSH and IGF1 levels. Data are partly extracted from Ludwig et al. 2022. Figure created with BioRender.com

As recently described, the litter size of FL1 mice is not only initially increased in primiparous females, they are able to deliver high litter sizes with progressive age and show no signs of health issues or decreased live expectancy despite this remarkable reproductive performance [17, 22]. Decreased IGF1 levels might not only have advantages in reproductive performance, but also in life expectancy and health. Although fertility and reproduction are not affected in female IGF1R+/− mice, they are characterized by an increased lifespan and are able to live 33% longer than the controls [44]. Also Kurosu et al. (2005) showed that inhibition of IGF1 signaling prolongs the life span of mice. In their experiments, the inhibition of IGF1 signaling was obtained by overexpressing of *Kl* [45]. Interestingly, *Kl* is higher expressed in GCs FL1 mice compared to ctrl mice. Therefore, it is not only consistent that decreased IGF1 levels in FL1 mice are related to decreased FSH levels and vice versa, furthermore the anti-aging hormone *Kl* might be involved in these signaling pathways.

The ovulation rate of FL1 mice might not only be increased due to decreased apoptosis of GCs, our results furthermore indicate that also other processes in the GCs of FL1 mice, such as proliferation, differentiation, signal transduction, molecular transport and metabolic control are also improved. These physiological events can be regulated by numerous different factors, but a very prominent one is the modulation of the intracellular Ca2+ concentration [46–48]. In the GCs, the inositol metabolism plays a central role in the mobilization of Ca2+ from the intracellular stores [48, 49]. Several genes associated with an increase of different traits of the Inositol metabolism are differentially regulated in GCs of FL1 mice in both estrus and diestrus. Furthermore, high inositol levels in the follicular fluid have been shown to be a marker for good oocyte quality and are involved in the maturation of follicles [50]. By modulating the Ca^2+^ signaling, retinoic acid has been shown to have stimulatory effects on the proliferation of GCs and therefore regulates the development of ovarian function [51]. Conveniently, several genes associated with the RAR activation are differentially expressed in GCs of FL1 mice in diestrus.

Our data indicate that the metabolism of hormones, especially the steroid and progesterone metabolism is induced in GCs of FL1 mice in estrus and also in diestrus we found several genes which are involved in the steroid metabolism. In addition there is not only evidence that the steroid metabolism is modified in FL1 on molecular levels, also P4 concentrations in serum are altered in FL1 mice. 

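For the quantity of steroid in diestrus 11 of 12 listed genes were tested and 11 changed in the listed direction (Table 5). Star, Gpm6b and St3gal5 were called, and DESeq2 called 8. Gpm6b (ENSMUSG00000031342, chromosome X, 166238911 to 166388988) rose from 48.4 ± 8.17 CPM (SD, n = 5) to 109.7 ± 27.2 CPM (SD, n = 5) in FL1 mice (log2 fold change 1.19, standard error 0.22, adjusted p = 0.0337 from edgeR), and 1 of the 10 fits without 1 sample called it. The lipoprotein receptor gene Scarb1 had a log2 fold change of 0.83 (adjusted p = 0.272 from edgeR; 0.0342 from DESeq2) and overlaps Gm42633 on the same strand.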

We recently showed that P4 serum concentrations are significantly decreased in FL1 mice [21]. Decreased P4 concentrations in FL1 might be caused by the decreased LXR/RXR activation in GCs of FL1 mice. Drouineaud et al. (2007) showed that treatment of GCs with an LXR agonist resulted in a dose-dependent reduction of the P4 secretion [52]. Thus LXR might be an important key player in the control of steroidogenesis. Also the results of Steffensen et al. (2006) showed that LRX affects ovarian function and is important in female reproductive performance. The female LXR knockouts conceived less frequently and had significantly fewer pups per litter [53].

Glucose is an important substrate for the generation of ATP. ATP is needed for metabolic as well as physiologic function of the cells and it nurtures follicular development. Armstron and Greep (1962) showed that LH increases the uptake of glucose [54]. Thus, increased LH levels and improved LH receptor signaling together with induced Insulin signaling might enhance the glucose uptake into the GCs and therefore ensure sufficient levels of substrate for the generation of ATP.

Taken together our results indicate that (1) follicular atresia due to GC apoptosis might be decreased in FL1 mice due to the modulation of multiple genes and signaling pathways associated with the process of apoptosis, (2) the overlap of different signaling pathways provides the opportunity for cross-talk between gonadotropin and growth factor signaling pathways, which has not only the potential to compensate the decreased FSH levels in FL1 mice, but furthermore might preserve FL1 mice from the negative effects of high FSH levels, and (3) by improving the efficiency of intracellular signaling, glucose metabolism and signal transduction, FL1 mice have several advantages in reproductive performance compared to ctrl mice and therefore increased the ovulation rate. Thus, due to a complex combination of molecular and endocrine alterations, FL1 females respond with a higher ovulation rate as well as improved lifetime fecundity. A graphical summary of the alterations in GCs of FL1 mice is given in Fig. 7. The understanding of these mechanisms and their interplay might be of fundamental interest for the understanding of proper fertility in human and (farm) animals.

**Fig. 7:**
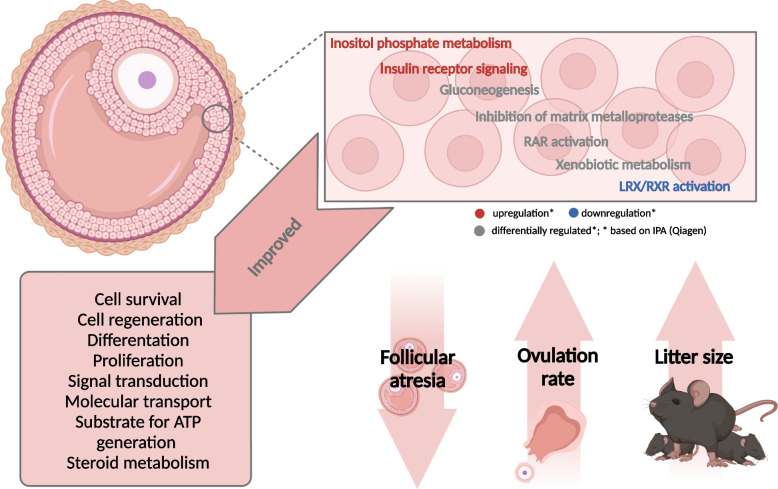
Improvement of intracellular mechanisms in GCs of FL1 mice. Gene expression data indicate alterations of different signaling pathways in the GCs of FL1 mice, which have the potential to improve important intracellular functions leading to decreased follicular atresia and therefore increase the litter size by enhancing the ovulation rate. Figure created with BioRender.com

## Methods

### Animals and housing

The ctrl mouse line and the FL1 mouse line originally derived from the same genetic background. Both mouse lines are descendants of the same founder population, that was created by cross-breeding of four different inbreed and four outbreed mouse lines [55, 56]. The ctrl line did not undergo any selection process. To minimize the degree of kindship, a rotational mating scheme with 125–200 breeding pairs per generation has been used in the ctrl line. The FL1 line has been selected for the litter size and the total weight of the litters at birth of primiparous females (Dummerstorf fecundity index = 1.6x litter size + litter weight) for the first 162 generation. In the following generations the FL1 mice were selected for the Best Linear Unibased Prediction breeding value estimation, focusing only on the litter size. In total 60–100 breeding pairs per generation were used [20, 55].

All procedures were performed in accordance to national and international guidelines and approved by the institutional board (Animal Protection Board from the Research Institute for Farm Animal Biology) and the federal state of Mecklenburg Western-Pomerania, Germany (approval ID 7721.3–2-015/20).

Female ctrl and FL1 mice, bred at the Research Institute for Farm Animal Biology (FBN), Dummerstorf, Germany, were housed in groups of three animals per cage. A commercial breeding diet for rodents and water was provided ad libitum. Illumination of animal facilities was between 6.00 a.m. and 6.00 p.m. In addition, a male mouse was kept for acoustic, visual and olfactory stimulus in a separate cage.

### Determination of estrous cycle

The estrous cycle was determined like previously described [21]. A 10 μl drop of PBS (Roti®-CELL PBS, Carl Roth GmbH + Co. KG, Karlsruhe, Germany) was placed at the opening of the vaginal canal and was pipetted up and down three to four times. Then the recovered PBS drop, containing flushed cells of the vaginal mucosa, was placed on a glass slide and was evaluated under a light-microscope (Nikon ECLIPSE TE2000-S, 10x magnification) for the number, arrangement and density of cell types of the vaginal mucosa to determine the stage of estrous cycle. In this study we analysed samples, which were taken in estrus and diestrus. To keep the time point of sampling within estrus or diestrus as constant as possible, samples were taken when exclusively cornified epithelial cells (no other cells) appeared in vaginal smears in estrus, respectively only leucocytes in diestrus.

### Sample procedure

Animals at the age of 77 ± 5 days were euthanized by CO_2_ or nitrogen inhalation after the stage of the estrous cycle had been determined. After determination of death, the thorax was opened. The *Vena cava caudalis* was cut and blood was collected out of the thorax. To obtain serum, the blood samples were left for 2 h at room temperature, the resulting blood clot was removed and the supernatant was centrifuged (4 °C, 2000 g, 10 min). To obtain plasma, 8 μl EDTA (0.5 M, pH 8.0) were added to the blood samples. Pituitary and hypothalamus were extracted. Ovaries were removed and put into a petri dish with PBS (Roti®-CELL PBS, Carl Roth GmbH + Co. KG, Karlsruhe, Germany). 7–10 of the largest follicles were isolated. Each follicle was transferred into a PBS drop. The follicles were opened. It was taken care that the oocyte with the attached cumulus cells was not resorbed. Thus, only the mural granulosa cells were extracted and used for the transcriptome analysis. To separate the cells from residuals of follicular fluid and PBS they were centrifuged (4 °C, 21000 rpm, 10 min) and the supernatant was removed. All samples were immediately snap-frozen and stored at − 70 °C.

### Transcriptome analysis

GC samples of 10 animals per line (estrus *n* = 5; diestrus *n* = 5) were used for the transcriptome analysis. RNA was extracted with the RNeasy Plus Micro kit (Qiagen, Hilden, Germany). Libraries were prepared using the QuantSeq 3′ mRNA-Seq Fw. Library Prep kit (Lexogen) and sequenced to 10 M raw reads on an Illumina HiSeq 2500 machine, following the manufacturer’s protocols. Data were pre-processed and analyzed using the options recommended by the manufacturer. Trimmed sequences were aligned with STAR aligner 2.6.0a [57] against the GRCm38 (release 95) mouse genome retrieved from the Ensembl database via biomaRt [58] tool.

Raw sequence data, raw counts and metadata were deposited at the NCBI GEO repository, entry GSE209918. Differential analysis was performed with the DESeq2-package v1.14.1 [59] in R 4.0.0.

Validation experiments using qPCR to re-evaluate the results of the transcriptome analysis have recently been performed in our laboratory. The correlation between log2FC of the transcriptome sequencing and the qPCR analysis in estrus and in diestrus ranged between 0.93 and 0.98 [21].

The evaluation of the transcriptome analysis was performed using the Ingenuity Pathways Analysis software (IPA; Qiagen Bioinformatics software solutions) based on the Ingenuity Knowledge Base.

### qPCR

Liver samples of 10 animals (estrus *n* = 5; diestrus *n* = 5) were used for qPRC analysis of *Igf1*. Pituitary samples of 20 animals per line (estrus *n* = 10; diestrus *n* = 10) were used for qPCR analysis of *Prl*. Hypothalamus samples of 9 ctrl mice and 10 FL1 mice in estrus were used for qPCR analysis of *Oxt*.

Samples were pulverized in liquid nitrogen. RNA was extracted with the RNeasy Plus Micro Kit (Qiagen, Hilden, Germany) and reverse-transcribed using iScript cDNA Synthesis Kit (Biorad, München, Germany) according to the manufacturer’s protocol. Primers were designed using Primer-BLAST and purchased from TIB Molbiol (Berlin, Germany). Samples were analyzed by real-time PCR (iCycler, Biorad, München, Germany) in duplicates together with 4 μl primer mix, 5 μl iQ SYBR Green Supermix (Biorad, München, Germany) and 1 μl of cDNA reaction solution in a 96-well plate. The resulting copy numbers were corrected by a normalization factor based on the averaged expression of the reference genes *RPS18*, *36B4* and *B2m*. The sequences of the target and reference genes are shown in Table 6.

**Table 6:** Sequences of primers and reference genes

Gene	Primer sequence (5′-3′)	
	Sense	Antisense
*Prl*	AGC CCA GAA AGG GAC ACT CC	TGT TCC TTG TCT TCA GGT GTA GC
*Oxt*	GCCTGCTACATCCAGAACTGC	AGGCAGGTAGTTCTCCTCCTGG
*Igf1*	GTCGTCTTCACACCTCTTCTACCT	CAGTACATCTCCAGTCTCCTCAGA
*Rps18*	ACCATCATGCAGAACCCACGACAGT	CAGGTCCTCACGCAGCTTGTTGTCT
*36b4*	AAGCGCGTCCTGGCATTGTCT	CCGCAGGGGCAGCAGTGGT
*B2m*	TTCTGGTGCTTGTCTCACTGAC	GCAGTTCAGTATGTTCGGCTTC

### Hormonal analysis

Insulin was analyzed in duplicates in undiluted plasma samples using the Chrystal Chem High Performance Assay Ultra-Sensitive Mouse Insulin ELISA kit (Crystal Chem (Europe), Zaandam, Netherlands) following the manufacturer’s instructions on a FLUOstar Omega Microplate Reader. According to the manufacturer the sensitivity of the assay is 0.05 ng/ml. The intraassay variation below 10% is given by the manufacturer.

IGF1 serum levels as well as IGF1 protein content in the liver were measured in duplicates using the Mouse and Rat IGF1 Quantikine ELISA kit (Bio Techne GmbH, Nordenstadt, Germany). According to the manufacturer the sensitivity of the assay is 8.6 pg/ml. The intraassay variation is 4.1%.

For the measurement of PRL undiluted serum samples were assayed (repeated measurement) using an MPTMAG assay kit (Merck Millipore, Darmstadt, Germany) on a Luminex LX200 system according to the manufacturer’s instructions. According to the manufacturer the sensitivity of the assay is 34.1 pg/ml. The intraassay variation below 15% is given by the manufacturer.

For the measurement of OXT undiluted plasma samples were analyzed in duplicates using the Oxytocin ELISA Kit (OXT) (product number ABIN 365185, antibodies-online GmbH, Aachen, Germany) on a FLUOstar Omega Microplate Reader following the manufacturer’s instructions. According to the manufacturer the sensitivity of the assay is 0.6 pg/ml. The intraassay variation below 8% is given by the manufacturer.

### Statistical analysis

Relative gene expression and statistical analysis of the qPCR was calculated using the Relative expression software tool [60, 61]. Statistical analysis of the hormonal measurement was performed with the program GraphPad Prism 9.

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request.

## Abbreviations

AKT: Protein kinase B
Ctrl: Dummerstorf control mouse line
ERK1/2: Extra cellular-regulated kinases 1/2
FL1: Dummertorf high fertility mouse line 1
FSH: Follicle stimulating hormone
FSHR: Follicle stimulating hormone receptor
GC: Granulosa cell
HPG axis: Hypothalamus pituitary gonadal axis
IGF1: Insulin like growth factor 1
IGF1R: Insulin like growth factor 1 receptor
INSR: Insulin receptor
LH: Luteinizing hormone
LHCGR: Luteinizing hormone receptor
MAPK: Mitogen-activated protein kinase
OXT: Oxytocin
OXTR: Oxytocin receptor
PI3K: Phosphatidylinositol-4,5-bisphosphate 3 kinase
PKA: Protein kinase A
PRL: Prolactin
PRLR: Prolactin receptor

## References

[1] Pangas SA, Rajkovic A, Plant TM, Zeleznik AJ (2015). Chapter 21 - follicular development: mouse, sheep, and human models. Knobil and Neill's physiology of reproduction.

[2] Dupont J, Scaramuzzi RJ (2016). Insulin signalling and glucose transport in the ovary and ovarian function during the ovarian cycle. Biochem J.

[3] Kadakia R, Arraztoa JA, Bondy C, Zhou J (2001). Granulosa cell proliferation is impaired in the Igf1 null ovary. Growth Hormon IGF Res.

[4] Bachelot A, Monget P, Imbert-Bollore P, Coshigano K, Kopchick JJ, Kelly PA (2002). Growth hormone is required for ovarian follicular growth. Endocrinology.

[5] Bjersing L (1982). Maturation, morphology, and endocrine function of the ovarian follicle. Adv Exp Med Biol.

[6] Barnett KR, Schilling C, Greenfeld CR, Tomic D, Flaws JA (2006). Ovarian follicle development and transgenic mouse models. Hum Reprod Update.

[7] Matsuda F, Inoue N, Manabe N, Ohkura S (2012). Follicular growth and atresia in mammalian ovaries: regulation by survival and death of granulosa cells. J Reprod Dev.

[8] Matthews CH, Borgato S, Beck-Peccoz P, Adams M, Tone Y, Gambino G (1993). Primary amenorrhoea and infertility due to a mutation in the beta-subunit of follicle-stimulating hormone. Nat Genet.

[9] Casarini L, Crépieux P (2019). Molecular mechanisms of action of FSH. Front Endocrinol (Lausanne).

[10] Chu YL, Xu YR, Yang WX, Sun Y (2018). The role of FSH and TGF-β superfamily in follicle atresia. Aging (Albany NY).

[11] Zhou XL, Teng Y, Cao R, Fu H, Xiong K, Sun WX (2013). Rescue from dominant follicle atresia by follicle-stimulating hormone in mice. Genet Mol Res.

[12] Chun SY, Eisenhauer KM, Minami S, Billig H, Perlas E, Hsueh AJ (1996). Hormonal regulation of apoptosis in early antral follicles: follicle-stimulating hormone as a major survival factor. Endocrinology.

[13] Shen M, Liu Z, Li B, Teng Y, Zhang J, Tang Y (2014). Involvement of FoxO1 in the effects of follicle-stimulating hormone on inhibition of apoptosis in mouse granulosa cells. Cell Death Dis.

[14] Dierich A, Sairam MR, Monaco L, Fimia GM, Gansmuller A, LeMeur M (1998). Impairing follicle-stimulating hormone (FSH) signaling in vivo: targeted disruption of the FSH receptor leads to aberrant gametogenesis and hormonal imbalance. Proc Natl Acad Sci U S A.

[15] Peltoketo H, Strauss L, Karjalainen R, Zhang M, Stamp GW, Segaloff DL (2010). Female mice expressing constitutively active mutants of FSH receptor present with a phenotype of premature follicle depletion and estrogen excess. Endocrinology.

[16] McTavish KJ, Jimenez M, Walters KA, Spaliviero J, Groome NP, Themmen AP (2007). Rising follicle-stimulating hormone levels with age accelerate female reproductive failure. Endocrinology.

[17] Langhammer M, Michaelis M, Hoeflich A, Sobczak A, Schoen J, Weitzel JM (2014). High-fertility phenotypes: two outbred mouse models exhibit substantially different molecular and physiological strategies warranting improved fertility. Reproduction.

[18] Langhammer M, Michaelis M, Hartmann MF, Wudy SA, Sobczak A, Nurnberg G (2017). Reproductive performance primarily depends on the female genotype in a two-factorial breeding experiment using high-fertility mouse lines. Reproduction (Cambridge, England).

[19] Palma-Vera SE, Reyer H, Langhammer M, Reinsch N, Derezanin L, Fickel J (2022). Genomic characterization of the world’s longest selection experiment in mouse reveals the complexity of polygenic traits. BMC Biol.

[20] Spitschak M, Langhammer M, Schneider F, Renne U, Vanselow J (2007). Two high-fertility mouse lines show differences in component fertility traits after long-term selection. Reprod Fertil Dev.

[21] Ludwig CLM, Bohleber S, Rebl A, Wirth EK, Venuto MT, Langhammer M (2022). Endocrine and molecular factors of increased female reproductive performance in the Dummerstorf high-fertility mouse line FL1. J Mol Endocrinol.

[22] Langhammer M, Wytrwat E, Michaelis M, Schoen J, Tuchscherer A, Reinsch N, et al. Two mouse lines selected for large litter size display different lifetime fecundities. Reproduction (Cambridge, England). 2021.10.1530/REP-20-0563PMC818363433878028

[23] Hayakawa T, Yamashita K, Tanzawa K, Uchijima E, Iwata K (1992). Growth-promoting activity of tissue inhibitor of metalloproteinases-1 (TIMP-1) for a wide range of cells. A possible new growth factor in serum. FEBS Lett.

[24] Nothnick WB (2000). Disruption of the tissue inhibitor of Metalloproteinase-1 gene results in altered reproductive Cyclicity and uterine morphology in reproductive-age female Mice1. Biol Reprod.

[25] Gomez DE, Alonso DF, Yoshiji H, Thorgeirsson UP (1997). Tissue inhibitors of metalloproteinases: structure, regulation and biological functions. Eur J Cell Biol.

[26] Goldman S, Shalev E (2004). MMPS and TIMPS in ovarian physiology and pathophysiology. Front Biosci.

[27] Nothnick WB (2001). Reduction in reproductive lifespan of tissue inhibitor of metalloproteinase 1 (TIMP-1)-deficient female mice. Reproduction (Cambridge, England).

[28] Hunzicker-Dunn M, Mayo K, Neill JD (2006). CHAPTER 14 - gonadotropin signaling in the ovary. Knobil and Neill's physiology of reproduction.

[29] Casarini L, Lispi M, Longobardi S, Milosa F, La Marca A, Tagliasacchi D (2012). LH and hCG action on the same receptor results in quantitatively and qualitatively different intracellular signalling. PLoS One.

[30] Amato R, D'Antona L, Porciatti G, Agosti V, Menniti M, Rinaldo C (2009). Sgk1 activates MDM2-dependent p53 degradation and affects cell proliferation, survival, and differentiation. J Mol Med (Berl).

[31] Alliston TN, Maiyar AC, Buse P, Firestone GL, Richards JS (1997). Follicle stimulating hormone-regulated expression of serum/glucocorticoid-inducible kinase in rat ovarian granulosa cells: a functional role for the Sp1 family in promoter activity. Mol Endocrinol.

[32] Lang F, Shumilina E (2013). Regulation of ion channels by the serum- and glucocorticoid-inducible kinase SGK1. FASEB J.

[33] Diamanti-Kandarakis E, Papavassiliou AG (2006). Molecular mechanisms of insulin resistance in polycystic ovary syndrome. Trends Mol Med.

[34] Perks CM, Newcomb PV, Grohmann M, Wright RJ, Mason HD, Holly JM (2003). Prolactin acts as a potent survival factor against C2-ceramide-induced apoptosis in human granulosa cells. Hum Reprod.

[35] Lee H-J, Caldwell HK, Macbeth AH, Tolu SG, Young WS (2008). A conditional knockout mouse line of the oxytocin receptor. Endocrinology.

[36] Roshangar L, Soleimani Rad J, Nikpoo P, Sayyah MM (2009). Effect of oxytocin injection on folliculogenesis, ovulation and endometrial growth in mice. Int J Reprod BioMed.

[37] Robinson G, Evans JJ (1991). Oxytocin influences preovulatory follicular development and advances ovulation in rats. Acta Endocrinol.

[38] Robinson G, Evans JJ, Catt KJ (1992). Oxytocin stimulates LH production by the anterior pituitary gland of the rat. J Endocrinol.

[39] Chandrasekher YA, Fortune JE (1990). Effects of oxytocin on steroidogenesis by bovine theca and granulosa cells. Endocrinology.

[40] Baker J, Hardy MP, Zhou J, Bondy C, Lupu F, Bellvé AR (1996). Effects of an Igf1 gene null mutation on mouse reproduction. Mol Endocrinol.

[41] Baumgarten SC, Armouti M, Ko C, Stocco C (2017). IGF1R expression in ovarian granulosa cells is essential for steroidogenesis, follicle survival, and fertility in female mice. Endocrinology.

[42] Zhou P, Baumgarten SC, Wu Y, Bennett J, Winston N, Hirshfeld-Cytron J (2013). IGF-I signaling is essential for FSH stimulation of AKT and steroidogenic genes in granulosa cells. Mol Endocrinol.

[43] Nie X, Dai Y, Zheng Y, Bao D, Chen Q, Yin Y (2018). Establishment of a mouse model of premature ovarian failure using consecutive superovulation. Cell Physiol Biochem.

[44] Holzenberger M, Dupont J, Ducos B, Leneuve P, Géloën A, Even PC (2003). IGF-1 receptor regulates lifespan and resistance to oxidative stress in mice. Nature.

[45] Kurosu H, Yamamoto M, Clark JD, Pastor JV, Nandi A, Gurnani P (2005). Suppression of aging in mice by the hormone klotho. Science (New York, NY).

[46] Flores JA, Aguirre C, Sharma OP, Veldhuis JD (1998). Luteinizing hormone (LH) stimulates both intracellular calcium ion ([Ca2+]i) mobilization and transmembrane cation influx in single ovarian (granulosa) cells: recruitment as a cellular mechanism of LH-[Ca2+]i dose response. Endocrinology.

[47] Park DW, Cho T, Kim MR, Kim YA, Min CK, Hwang KJ (2003). ATP-induced apoptosis of human granulosa luteal cells cultured in vitro. Fertil Steril.

[48] Díaz-Muñoz M, de la Rosa SP, Juárez-Espinosa AB, Arellano RO, Morales-Tlalpan V (2008). Granulosa cells express three inositol 1,4,5-trisphosphate receptor isoforms: cytoplasmic and nuclear Ca2+ mobilization. Reprod Biol Endocrinol.

[49] Berridge MJ (2009). Inositol trisphosphate and calcium signalling mechanisms. Biochimica et Biophysica Acta (BBA) - molecular. Cell Res.

[50] Chiu TTY, Rogers MS, Law ELK, Briton-Jones CM, Cheung LP, Haines CJ (2002). Follicular fluid and serum concentrations of myo-inositol in patients undergoing IVF: relationship with oocyte quality. Hum Reprod.

[51] Demczuk M, Huang H, White C, Kipp JL (2016). Retinoic acid regulates calcium signaling to promote mouse ovarian granulosa cell proliferation. Biol Reprod.

[52] Drouineaud V, Sagot P, Garrido C, Logette E, Deckert V, Gambert P (2007). Inhibition of progesterone production in human luteinized granulosa cells treated with LXR agonists. Mol Hum Reprod.

[53] Steffensen KR, Robertson K, Gustafsson JA, Andersen CY (2006). Reduced fertility and inability of oocytes to resume meiosis in mice deficient of the Lxr genes. Mol Cell Endocrinol.

[54] Armstrong DT, Greep RO (1962). Effect of gonadotrophic hormones on glucose metabolism by luteinized rat ovaries. Endocrinology.

[55] Schüler L (1985). Selection for fertility in mice — the selection plateau and how to overcome it. Theor Appl Genet.

[56] Dietl G, Langhammer M, Renne U (2004). Model simulations for genetic random drift in the outbred strain Fzt:DU. Arch Anim Breed.

[57] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[58] Smedley D, Haider S, Ballester B, Holland R, London D, Thorisson G, et al. BioMart--biological queries made easy. BMC Genomics. 2009;10:22.10.1186/1471-2164-10-22PMC264916419144180

[59] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[60] Pfaffl MW (2001). A new mathematical model for relative quantification in real-time RT-PCR. Nucleic Acids Res.

[61] Pfaffl MW, Horgan GW, Dempfle L (2002). Relative expression software tool (REST) for group-wise comparison and statistical analysis of relative expression results in real-time PCR. Nucleic Acids Res.

How the deposited data were processed for this re-analysis (not part of the article)

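The data were read counts of GCs from 20 mice, 5 for each combination of line (FL1 or ctrl) and stage (estrus or diestrus). The authors deposited raw counts per Ensembl gene for each sample, together with the reads that could not be assigned. They trimmed the reads and aligned them with STAR as described in the paper, and no step before the counts was repeated here. Of 55487 gene identifiers 55227 were found in the annotation used for symbols and positions (GENCODE M21 on GRCm38), and 260 were not. All 20 samples could be assigned to their line, stage and replicate number from the labels. The hormone and qPCR measurements of the paper were not analysed here.

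Calculations were done in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1. For each stage the 10 samples were normalized by TMM. Genes were kept if they passed edgeR's filter with a minimum count of 10, a minimum total of 15 and a minimum share of 0.7. FL1 was compared with ctrl by the quasi-likelihood F test without robust estimation, with Benjamini-Hochberg adjustment and a threshold of 0.05. The standard errors of its log2 fold changes were derived from the log2 fold change and the F statistic. The interaction of line and stage was fitted to all 20 samples, and the stages were compared within each line in the same way as the lines. CPM values use TMM-scaled library sizes, and log2 CPM values for components, distances and panels have a prior count of 2. Panel scores are means of log2 CPM over marker genes of a cell type, which were listed before the data were examined.

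A fold change is given as a lower bound where all samples of a group held 3 counts or fewer. Near-identical copies were found with BLAST 2.17.0 on the last 500 nt of each transcript (at least 90% identity over at least 100 nt).

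The genes named in the text follow a rule that was set before the data were examined, as were the main tests and most alternatives. Named are all genes that the text, Tables 1 to 3 or Fig. 1 of the paper name for GCs, with Fshr, Igf1r and Insr, and per stage and direction the 3 genes with the largest log2 fold change among called genes without overlap and a mean of at least 10 counts. The rule also takes the 3 genes with the lowest p per direction in the interaction and in each comparison of stages. Outside this rule, genes that Tables 4 and 5 list, genes called in both stages and copies were named after their values had been seen. These are AA465934, Akr1c18, Atp1b1, Camk2n1, Cybrd1, Efna5, Eif4a1, Etnk2, Fdx1, Gm10320, Gm2a, Gm8670, Gpm6b, Kcnj2, Lgals3, Map3k4, Mfap2, Mt1, Nceh1, Ndrg2, Neu3, Parvb, Ptpn2, Rab27a, Rpl26, Rpl32, Rpl32l, Rps2, Runx2, S100a4, Scarb1 and St3gal5. Results for a few items are not reported here.

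Alternatives were DESeq2 on the samples of the stage or on all samples, DESeq2 with a prior on fold changes, limma-voom with sample weights, size factors by RLE, no filter on low counts, a filter on the mean count, all samples in one fit, robust quasi-likelihood estimation, the replicate number as a block, and each sample left out in turn. The replicate numbers come from the labels of the samples and number different mice. Covariates for marker panels, offsets for GC content, counts of calls with the fold-change prior and some fits for the lists of the paper were added after seeing the data. The tools were tested on simulated data with 200 changed genes per stage. These were drawn from genes with higher counts and given large changes, so the shares called do not apply to small changes or low counts. All tools were given only genes that passed the filter on low counts, 13007 in estrus. The DESeq2 fit to the real data started from all genes, so its share of unchanged genes may differ there. In estrus edgeR called 85% of them, DESeq2 93% and limma-voom 74.5%, while 5.03%, 20.2% and 3.25% of the calls were unchanged genes. In diestrus the last values were 3.96%, 18.2% and 3.11%.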

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

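The tests of the luteal, immune, and theca and stroma panels for the difference between the lines were set before the results were seen. The panels of other cells were listed then too. The splits between the stages, the regroupings for the interaction, the fits with a panel score as a covariate, the correlations within groups, the tests of FL1 estrus replicate 2 and all other tests in this part were chosen only after the result was seen. A sample was set apart if its gap to the nearest sample, divided by the range of its group, was above Dixon's critical value. This held for 17 of 195 groups of 5 samples (named genes, library measures and panel scores), and all 17 were named genes. Normal and independent values would give about 9.75. CPM values need not be normal and the named genes share the same samples, so an excess over chance is not shown. In 12 of them the sample was FL1 estrus replicate 2, which was the highest, with ratios of 0.866 for AC145590.1, 0.892 for Acsl4, 0.778 for Cldn18, 0.871 for Gsto1, 0.856 for Lhcgr, 0.789 for Mgst2, 0.711 for Pik3c2g, 0.747 for Ppp1r14a, 0.823 for Prlr, 0.854 for Rora, 0.761 for Sgk1 and 0.771 for Vnn1. The others were Agt (ctrl estrus replicate 4, highest, 0.733), Apof (ctrl estrus replicate 1, highest, 0.743), Cldn18 (FL1 diestrus replicate 1, highest, 0.972), Rpl29 (ctrl estrus replicate 1, lowest, 0.755) and Snord11 (ctrl estrus replicate 5, highest, 0.841). The depth of FL1 estrus replicate 2 does not account for this, as its reads counted on genes gave a ratio of 0.300, nor do immune cells, since 4 FL1 estrus samples had a higher immune score. Its luteal score was the highest of its group with a ratio of 0.574, so a larger share of luteal or luteinized cells in this mouse could not be told apart from a stronger response of its GCs. Without this sample 71 genes were called in estrus (33 higher and 38 lower), 63 of them among the 100 called with it.

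Among the 21 tested genes of Table 1, 7 had a difference between the lines that changed with the stage, with adjusted p-values from edgeR over this list of 0.0163 for Oxtr, 0.0163 for Rora, 0.0220 for Agt, 0.0220 for Prlr, 0.0224 for Map3k14, 0.0435 for Lhcgr and 0.0435 for Dusp2. The list was chosen by the paper on the same samples. Over all genes 0 passed and 710 had an unadjusted p under 0.05, a number that 18 of 50 groupings of the samples reached, the real one among them. Without FL1 estrus replicate 2, 0 genes of the list passed and 7 had an unadjusted p under 0.05, against 9 with it. Without any other single sample between 3 and 9 genes of the list passed. How far the pattern depends on this mouse was not resolved, and the difference between the stages remains a hypothesis.

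The paper does not compare the stages within a line. Between diestrus and estrus 175 genes were called in ctrl mice (74 of them lower in diestrus) and 29 in FL1 mice (19 lower). The lowest p-values include Kctd14 in ctrl mice (log2 fold change of diestrus against estrus −2.69, adjusted p = 3.59e-04 from edgeR) and Mt2 in FL1 mice (log2 fold change −2.53, adjusted p = 3.19e-04 from edgeR). In each line 1 of 16 splits that part all same-numbered samples called as many genes, the real one, and 1 of 100 splits drawn from all, where the largest other counts were 2 in ctrl and 8 in FL1 mice. With 16 splits no share under 0.05 is possible. Other technical explanations were not tested for this comparison. The stage effects of the lines had a Pearson correlation of 0.384 across genes. Without FL1 diestrus replicate 1, 178 genes were called in FL1 mice, and leaving out 1 sample at a time gave 13 to 178 calls.

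Marker panels of cell types that the paper does not discuss differed between the lines. In estrus the luteal score was higher in FL1 mice by 0.81 on the log2 scale and the immune score by 1.18 (two-sided exact permutation test, p = 0.00794 and 0.00794, the smallest p possible; 0.0556 for each after adjustment over 14 panel tests). The erythrocyte score was higher by 0.95 (p = 0.0159, 0.0741 adjusted, two-sided exact permutation test). In diestrus the luteal score differed by 0.34, the immune score by 1.60 and the endothelial score by 0.91 (two-sided exact permutation test, p = 0.0317, 0.0476 and 0.0476; 0.111 adjusted). Theca and stroma scores did not differ detectably (p = 0.238 in estrus and 0.524 in diestrus, two-sided exact permutation test), nor did the follicular GC score in estrus (−0.22, p = 0.357, two-sided exact permutation test). No panel passed 0.05 after adjustment over all panels, but with only the luteal and immune panels in estrus at the smallest p possible, the adjusted threshold was out of reach for them whatever the size of their difference.

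A different mixture of cells may contribute to the difference between the lines. With the luteal score as a covariate, edgeR called 8 genes in estrus and 13 in diestrus, and with the immune score 15 and 12. These scores differ between the lines, so such a fit loses calls under either explanation. The median absolute log2 fold change of the estrus calls was 2.11 without a covariate, 1.55 with the luteal score and 2.72 with the immune score. Within the groups, the 54 genes called higher in estrus had a median correlation of 0.462 with the luteal score. A share of 0.00100 of 1000 random gene sets matched on expression reached it, and 41 of the genes were positively correlated. Genes of the marker panels were to be left out here, and none of the 54 genes was among them. With the immune score the median of the 54 genes was −0.242, 14 of them were positively correlated, and a share of 1 of the random sets had as high a median. For the 45 genes called lower that are in no panel the medians were −0.0681 with the luteal score and 0.372 with the immune score, with 19 and 35 of them positively correlated. A larger share of immune cells in FL1 mice would give the opposite signs with the immune score. FL1 estrus replicate 2 had the highest luteal and the lowest immune score of its group (6.34 and 1.70). The correlations were not repeated without this mouse, which may set their signs. They therefore cannot decide whether immune cells are the main source of the estrus calls. Luteal cells in the sample could not be told apart from luteinized GCs, so neither a technical nor a biological reading is excluded.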

How the results depend on the processing

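The covariate fits, the offsets for GC content, the counts with betaPrior and part of the fits for the paper's lists were chosen after seeing the data. Beside 100 calls in estrus and 32 in diestrus, DESeq2 gave 422 and 118, DESeq2 on all samples 294 and 97, DESeq2 with betaPrior 334 and 83 and the fit without a filter on low counts 373 and 1.1e+02, the latter rounded to 2 digits (55 higher and 52 lower). Fewer genes were called with the luteal score (8 and 13) or the immune score as a covariate (15 and 12). With offsets for GC content 98 and 32 of these calls remained. The other fits to all samples, apart from that with the replicate block, stayed within 1.5 times the counts. In diestrus DESeq2 called 61 genes higher and 57 lower, against 12 and 20 with edgeR. The fits that each left out 1 sample called 66 to 130 genes in estrus and 21 to 32 in diestrus. The causes were not tested. In the simulated data, which held only genes past the filter on low counts, DESeq2 called more unchanged genes than edgeR did.

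An interaction was called for 1 gene with DESeq2 and 6 without the filter, against 0 (710 with an unadjusted p under 0.05). Between the stages, DESeq2 called 525 genes in ctrl mice and 257 in FL1 mice, and the fit without the filter 348 and 299. In FL1 mice limma-voom called 130 and the fit to all samples 65. Leaving out 1 sample gave 77 to 176 calls in ctrl and 13 to 178 in FL1 mice. Both stages shared 47 genes with DESeq2, 40 with DESeq2 on all samples, 62 without the filter and 10 to 18 with 1 sample left out. The causes were not tested.

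Of the paper's lists, edgeR called 13 Table 1 genes in estrus, 1 Table 1 gene in diestrus, 18 apoptosis genes in estrus, 4 apoptosis genes in diestrus, 12 pathway genes in estrus and 1 pathway gene in diestrus. DESeq2 called 4 Table 1 genes in diestrus, 48 apoptosis genes in estrus, 24 apoptosis genes in diestrus, 22 pathway genes in estrus and 11 pathway genes in diestrus, and the fit without the filter 2 Table 1 genes in diestrus, 36 apoptosis genes in estrus, 18 apoptosis genes in diestrus, 20 pathway genes in estrus and 10 pathway genes in diestrus. Of the fits added for these lists after seeing the data, DESeq2 on all 20 samples called 3 Table 1 genes in diestrus, 33 apoptosis genes in estrus, 17 apoptosis genes in diestrus and 6 pathway genes in diestrus, DESeq2 with betaPrior called 3 Table 1 genes in diestrus, 42 apoptosis genes in estrus, 19 apoptosis genes in diestrus, 20 pathway genes in estrus and 7 pathway genes in diestrus and robust quasi-likelihood called 5 Table 1 genes in estrus and 10 apoptosis genes in estrus. With 1 sample left out the calls were 8 to 13 Table 1 genes in estrus, 1 in each fit for Table 1 genes in diestrus, 13 to 23 apoptosis genes in estrus, 2 to 5 apoptosis genes in diestrus, 7 to 14 pathway genes in estrus and 0 to 1 pathway genes in diestrus. The cause was not tested.

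Same-numbered samples are different mice, and the correlation of their deviations from the group means was −0.0207 between the lines in estrus, −0.0342 in diestrus, 0.00721 between the stages in ctrl and 0.0260 in FL1 mice, so the numbers do not pair the samples. With the replicate number as a block 58 and 13 genes were called in estrus and diestrus, 6 in both stages, and of the lists 8 Table 1 genes in estrus, 0 Table 1 genes in diestrus, 10 apoptosis genes in estrus, 1 apoptosis gene in diestrus, 5 pathway genes in estrus and 0 pathway genes in diestrus.

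With the median over the genes of a panel in place of the mean, the luteal difference in estrus was 0.53 and the erythrocyte difference 0.71, in diestrus the luteal 0.41, the immune 2.07 and the endothelial 1.30, none of them past 0.05, while the follicular difference in estrus (−0.64) was past it. With 1 sample left out the differences were 0.46 to 0.92 for the endothelial panel in estrus, and in diestrus 0.26 to 0.41 (luteal), 1.27 to 2.05 (immune) and 0.68 to 1.13 (endothelial). The separation of the lines in diestrus had a pseudo-F of 1.23 over all genes tested and was not past 0.05. The causes were not tested.

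Of 58 log2 fold changes of named genes, 0 reversed under any alternative, 16 kept their call under all, 18 lost it under at least 1 and 24 gained one under at least 1. The 27 lower bounds of fold changes are computed from the counts, so another test cannot move them, but single samples can. Without FL1 diestrus replicate 1 the bound of Cldn18 in diestrus fell from 36.5 to 7.85, and without FL1 estrus replicate 2 that of AC145590.1 in estrus fell from 30.8 to 13.7. Low counts limit the genes whose fold change is a lower bound, for which the size of the change is not known.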

Differences from the paper's values

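No test in this part was chosen only after the result was seen, apart from the fits with betaPrior. In estrus the paper gives 250 differentially expressed genes and edgeR called 100. DESeq2 on all 20 samples (294) and the fit without a filter on low counts (373) lay within 1.5 times the paper's number, as did DESeq2 with betaPrior (334), a count chosen after seeing the data, and all other fits set in advance, DESeq2 on the stage (422) included, did not. Of genes stronger expressed in FL1 mice the paper gives 151 and edgeR called 54; DESeq2 on all 20 samples (169) and DESeq2 with betaPrior (185) were within 1.5 times. Of genes weaker expressed the paper gives 99 and edgeR called 46; DESeq2 on all 20 samples (125) and the fit without the filter (135) were within 1.5 times.

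In diestrus the paper gives 175 differentially expressed genes and edgeR called 32. Only DESeq2 on the stage (118) was within 1.5 times. For genes stronger expressed the values were 95 in the paper and 12 with edgeR, and no alternative came within 1.5 times, DESeq2 being closest with 61. For genes weaker expressed they were 80 in the paper and 20 with edgeR, and only DESeq2 (57) was within 1.5 times. The overlap of the stages is about 44 genes in the paper, a label of Fig. 1C read by eye, and 14 with edgeR. DESeq2 (47), DESeq2 on all 20 samples (40) and the fit without the filter (62) were within 1.5 times. No single setting came within 1.5 times of all these numbers.

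A log2 fold change was counted as different if its sign changed or its distance from the paper's value exceeded its standard error. Of 19 log2 fold changes of Table 1 that could be compared, 0 differed by this rule, with a median absolute difference of 0.03 and a largest one of 0.19.

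Of the genes that the paper names as changed, 46 in estrus and 44 in diestrus were tested and not called by edgeR. DESeq2 left 3 of the genes found for estrus and 22 of those for diestrus uncalled. Genes of Tables 1 to 3 and Fig. 1C that edgeR did not call, or did not test for low counts, were called by other settings, among them the following. In estrus Ptpn22 was called by DESeq2; Kl was called by DESeq2 and DESeq2 on all 20 samples; Setd3 was called by DESeq2 and DESeq2 with betaPrior; Snord11 was called by DESeq2 and the fit without the filter; Crym, F730043M19Rik and H2-Q10 were called by DESeq2, DESeq2 on all 20 samples and the fit without the filter; Gapdh was called by DESeq2, DESeq2 with betaPrior and the fit without the filter; Map3k14 was called by DESeq2, DESeq2 on all 20 samples and edgeR with RLE size factors; Apof, Gsto1 and Pltp were called by DESeq2, DESeq2 on all 20 samples, DESeq2 with betaPrior and the fit without the filter; Hsd3b1, Lrp1 and Sfrp4 were called by DESeq2, DESeq2 with betaPrior, limma-voom and the fit without the filter; 2210408F21Rik was called by DESeq2, DESeq2 on all 20 samples, DESeq2 with betaPrior, the fit without the filter and the filter on the mean count; Mgst2 was called by DESeq2, DESeq2 on all 20 samples, DESeq2 with betaPrior, limma-voom and the fit without the filter; Mmp11 was called by DESeq2, DESeq2 on all 20 samples, DESeq2 with betaPrior, the fit without the filter and the edgeR fit to all 20 samples; Cldn18 and Gm46578 were called by DESeq2, DESeq2 on all 20 samples, DESeq2 with betaPrior, the fit without the filter, the filter on the mean count and the edgeR fit to all 20 samples; Inpp5b was called by DESeq2, DESeq2 on all 20 samples, DESeq2 with betaPrior, limma-voom, the fit without the filter and the edgeR fit to all 20 samples. In diestrus Aldh1a1, Dnah10, Gm42998 and Inpp5d were called by DESeq2; Hs3st1 and Pla2g12a were called by the fit without the filter; Btbd19 was called by DESeq2 and DESeq2 on all 20 samples; Cacna2d1 was called by DESeq2 and the fit without the filter; Ephx2 was called by DESeq2 on all 20 samples and the fit without the filter; Rpl7a was called by DESeq2 and DESeq2 with betaPrior; Cela1 was called by DESeq2, DESeq2 on all 20 samples and the edgeR fit to all 20 samples; Crabp2 and Ptgfr were called by DESeq2, DESeq2 with betaPrior and the fit without the filter; Dusp23 was called by DESeq2, DESeq2 on all 20 samples and DESeq2 with betaPrior; Hephl1 and Rarg were called by DESeq2, DESeq2 on all 20 samples and the fit without the filter; Hsd11b2, Maf, Mgst2 and Slitrk1 were called by DESeq2, DESeq2 on all 20 samples, DESeq2 with betaPrior and the fit without the filter; Dph7 was called by DESeq2, DESeq2 on all 20 samples, DESeq2 with betaPrior, the fit without the filter and the edgeR fit to all 20 samples; Ctnnb1, Dusp2, Mef2d, Pla2g4a, Ppara and Scand1 were called by no setting.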

Other observations

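The splits of the lines and the linked variants were set before the results were seen, and all other tests in this part were chosen only after the result was seen. In each stage 1 of the 16 splits that part all same-numbered samples called as many genes as the lines did, and 1 of 100 splits drawn from all, where the largest other counts were 1 gene in estrus and 8 in diestrus. The 16 splits cannot give a share under 0.05. With DESeq2 1 of the 16 splits in estrus and 2 of 16 in diestrus called as many genes, the real one included, and the limit on the share holds here too. In diestrus another split gave 169 calls where the lines gave 118.

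Properties of the libraries were compared between the lines. For the depth the two-sided exact permutation test gave p = 0.770 in estrus and 0.540 in diestrus, for the share of counts taken by the 10 highest genes 0.714 and 0.841, and for the correlation of expression with transcript length 0.802 and 0.881. For the correlation with GC content of the 3′ end it gave 0.0159 in estrus and 0.770 in diestrus. A bias by GC content may thus be present in estrus. With offsets for GC content 98 of the 100 calls remained, but whether the offsets removed the difference in correlation was not tested, so such a bias is not excluded. The share of reads with several matches was not tested. In estrus it was 26.4% to 27.7% in FL1 mice and 27.8% to 32.8% in ctrl mice, without overlap. In diestrus it was 23.2% to 32.5% and 24.0% to 31.4%. Such reads were left out of the counts, so an effect on calls of genes with near-identical copies is not excluded.

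Reads shared with near-identical copies could explain part of the calls in diestrus, where 11 of 32 called genes have a copy against 1432 of 12848 other genes (odds ratio 4.18, two-sided Fisher's exact test, p = 4.63e-04). In estrus the test gave p = 0.749 (odds ratio 1.09) and for genes called in both stages p = 0.0550 (odds ratio 3.33, two-sided Fisher's exact test for both). With the counts of gene and copies pooled, the lines did not differ detectably in diestrus for Gm10320 (0.16, p = 0.310), Rpsa-ps10 (0.07, p = 0.881), Rpl29 (−1.08, p = 0.103) and Rpl26 (−2.32, p = 0.0556) and in estrus for Gm11942 (−0.45, p = 0.183; differences in log2, two-sided exact permutation test). The same held for Gm14513 in estrus (0.30, p = 0.373) and diestrus (0.52, p = 0.270), Rab27a in estrus (0.02, p = 0.833) and Gm8670 in estrus (−0.05, p = 0.881; two-sided exact permutation test), which hold a small part of the pooled counts, so that pooling cannot show whether they changed. A difference remained after pooling for Rps2 in estrus (−2.04, p = 0.00794) and diestrus (−1.87, p = 0.0159; differences in log2, two-sided exact permutation test). It also remained for Rpl7a in estrus (−0.67, p = 0.0159, two-sided exact permutation test), among others. Gm10320, Rpl26, Gm8670, Rab27a, Rpl32l and Rps2 were chosen after their values were seen.

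Rpl32 had a log2 fold change of −2.31 in estrus and −2.03 in diestrus, while its copy Rpl32l rose in diestrus from 0.358 ± 0.630 to 19.9 ± 5.42 CPM (SD, n = 5 each). Pooled with its copies, Rpl32 was still lower in FL1 mice (log2 difference −1.34 in estrus and −1.32 in diestrus, p = 0.00794 for both, two-sided exact permutation test). A variant of the sequence in 1 line that moves reads to a copy, or to several places at once, is a hypothesis that these counts cannot test, since the reads were not used here. In ctrl mice in estrus the copy Gm4987 had 41.2 ± 54.8 CPM (SD, n = 5), an uneven distribution within the line.

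The genes called in both stages could mark linked variants fixed between the lines. Among the 14 genes 0 pairs lay within 1 Mb of each other, against a mean of 0.148 pairs in 10000 random sets of genes, 1 being the share of sets with as many. With so few pairs to be found among 14 genes, this test cannot speak against linked variants. Among 256 pairs of splits 1 called as many genes in both stages, the real one, and the largest other count was 2. The line effects of the stages were as strongly correlated in 1 of 512 pairs of splits (Pearson correlation of the differences in mean log2 CPM 0.329, largest other 0.259).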
